# Interdependency of Brassinosteroid and Auxin Signaling in *Arabidopsis*

**DOI:** 10.1371/journal.pbio.0020258

**Published:** 2004-08-24

**Authors:** Jennifer L Nemhauser, Todd C Mockler, Joanne Chory

## Abstract

How growth regulators provoke context-specific signals is a fundamental question in developmental biology. In plants, both auxin and brassinosteroids (BRs) promote cell expansion, and it was thought that they activated this process through independent mechanisms. In this work, we describe a shared auxin:BR pathway required for seedling growth. Genetic, physiological, and genomic analyses demonstrate that response from one pathway requires the function of the other, and that this interdependence does not act at the level of hormone biosynthetic control. Increased auxin levels saturate the BR-stimulated growth response and greatly reduce BR effects on gene expression. Integration of these two pathways is downstream from BES1 and Aux/IAA proteins, the last known regulatory factors acting downstream of each hormone, and is likely to occur directly on the promoters of auxin:BR target genes. We have developed a new approach to identify potential regulatory elements acting in each hormone pathway, as well as in the shared auxin:BR pathway. We show that one element highly overrepresented in the promoters of auxin- and BR-induced genes is responsive to both hormones and requires BR biosynthesis for normal expression. This work fundamentally alters our view of BR and auxin signaling and describes a powerful new approach to identify regulatory elements required for response to specific stimuli.

## Abstract 2

Although distinct sets of growth regulators - auxin and brassinosteroids - are required for cell expansion; rather than being independent signals, the response from each pathway requires the other

## Introduction

The continuous shaping of plant form is a marvel of signal integration. In early seedling development this is particularly clear, as environmental cues, such as light, profoundly alter the innate morphogenetic program. How diverse pathways merge to determine a discrete cellular growth response is largely unknown. Auxin, the first plant hormone identified, has been implicated in patterning or growth of virtually every plant tissue from earliest embryo to developing fruit (Liscum and Reed 2002). Brassinosteroids (BRs), the polyhydroxylated steroid hormones of plants, have been linked to many of these same processes, including photomorphogenesis (Clouse 2002). The nature of the relationship between these hormones has remained largely undefined.

Many factors in the signal transduction pathways operating downstream from BRs and auxin have been identified. Brassinosteroid Insensitive-1 (BRI1), a plasma-membrane-localized receptor serine/threonine kinase, is essential for BR perception and accounts for most BR-binding activity in *Arabidopsis* (Wang et al. 2001). A Shaggy/GSK3-type kinase, Brassinosteroid Insensitive-2 (BIN2), acts as a negative regulator of the pathway downstream of BRI1 action (Li and Nam 2002). When BR levels are low, proteins in the BES1/BZR1 family are hyperphosphorylated by BIN2 and targeted for degradation by the proteasome (He et al. 2002; Yin et al. 2002a). Upon BR perception, BIN2 is inactivated by an unknown mechanism which allows hypophosphorylated BES1/BZR1 proteins to accumulate in the nucleus, where they presumably provoke changes in gene expression (He et al. 2002; Yin et al. 2002a).

In contrast to BRs, no auxin receptor has been identified. However, exposure to auxin is known to promote rapid turnover of nuclear Aux/IAA proteins by ubiquitin-mediated targeting to the 26S proteasome (Gray et al. 2001). Aux/IAAs are direct negative regulators of the Auxin Response Factor (ARF) family of transcription factors and contain four highly conserved domains numbered I to IV (Abel et al. 1995). Domains III and IV are also found in most ARFs and facilitate dimerization within and between members of both families (Kim et al. 1997; Ulmasov et al. 1997b). ARF proteins bind to a conserved auxin-responsive element (AuxRE) found upstream of many auxin-regulated genes (Ulmasov et al. 1999).

Previous studies have suggested that auxin and BRs may have a particularly close relationship among plant hormones. In a variety of bioassays representing diverse species, BRs have been shown to synergistically promote cell elongation when supplied with auxin (Mandava 1988). Clouse and colleagues examined the effect of the two hormones on gene transcription more than a decade ago, and found that while BRs could activate the expression of some auxin-responsive genes, others appeared to be auxin specific (Clouse et al. 1992; Zurek et al. 1994). They also noted that detectable BR effects required much longer treatments compared with the extremely rapid effects of auxin, and concluded that BR-mediated cell elongation effects were likely independent from the auxin signal transduction pathway. Microarray experiments, assaying approximately one-third of the *Arabidopsis* genome, rekindled interest in the interaction between auxin and BRs, as it was found that a significant percentage of the BR genomic response comprised genes annotated as auxin responsive (Goda et al. 2002; Mussig et al. 2002; Yin et al. 2002a). Recent work from Nakamura and colleagues has shown that three genes—*IAA5, IAA19,* and *SAUR-AC1*—are induced by both auxin and BRs and that induction requires BR biosynthesis (Nakamura et al. 2003a, 2003b).

In this work, genetic, physiological, and genomic approaches were used to dissect the relationship between auxin and BRs in seedling growth. Together these techniques demonstrated that the relationship between these hormones is far more deeply intertwined than previously suspected. Auxin and BR effects on cell elongation were found to be interdependent, and this physiological interdependency was mirrored at the transcriptional level. In addition, growth and transcriptional effects of exogenous BR treatment could be largely superceded by overstimulation of the auxin pathway. Several lines of evidence suggested that auxin:BR synergism did not depend upon biosynthetic regulation of hormone levels; rather, the two response pathways are likely to converge at the promoters of shared target genes. New computational approaches detected a number of known transcription factor–binding motifs enriched in promoters induced by both hormones, as well as motifs which are overrepresented in promoters activated specifically by auxin or BRs. This multifaceted approach elucidates the mechanism of action of both auxin and BRs in cell expansion, and serves as a model for interrogating complex signaling networks.

## Results

### Auxin and BRs Interact Synergistically to Promote Hypocotyl Elongation

Early studies of BR effects in a variety of bioassays suggested that there was a synergistic interaction between auxin and BRs (Mandava 1988). We confirmed and extended these studies to the reference plant *Arabidopsis thaliana,* using hypocotyl (primary stem) length as a quantitative measure of growth. Both hormones are known to induce cell elongation, and exogenous BR treatment has been shown to increase hypocotyl length (Nemhauser et al. 2003). In contrast, addition of auxin to media has only modest effects on seedling hypocotyl elongation, likely as a result of inefficient acropetal transport from root to shoot (Gray et al. 1998). However, increased temperature has been demonstrated previously to be an effective method of altering auxin levels in the shoot and leads to robust increases in hypocotyl length (Gray et al. 1998; Zhao et al. 2002).

In our conditions, hypocotyls of plants grown at 29 °C were approximately 1.8 times longer than those of plants grown at 22 °C, consistent with what has been observed by others (Gray et al. 1998; Zhao et al. 2002). When exogenous brassinolide (BL), the most biologically active BR, was applied, hypocotyls of plants grown at elevated temperature exhibited a “kinked” morphology and agravitropic growth, typical of saturating BL conditions (data not shown). In order to examine the relationship between auxin and BRs, it was necessary to find conditions where auxin levels were increased but at subsaturating levels for the hypocotyl growth-promoting response. Plants grown at 26 °C versus 22 °C showed measurable increases in both hypocotyl elongation and levels of auxin intermediates (Zhao et al. 2002). Using these conditions, it was possible to observe that plants grown at higher temperatures were more sensitive to exogenous BR treatment, both in threshold levels for response as well as in terms of absolute growth (Figure 1A).

**Figure 1:**
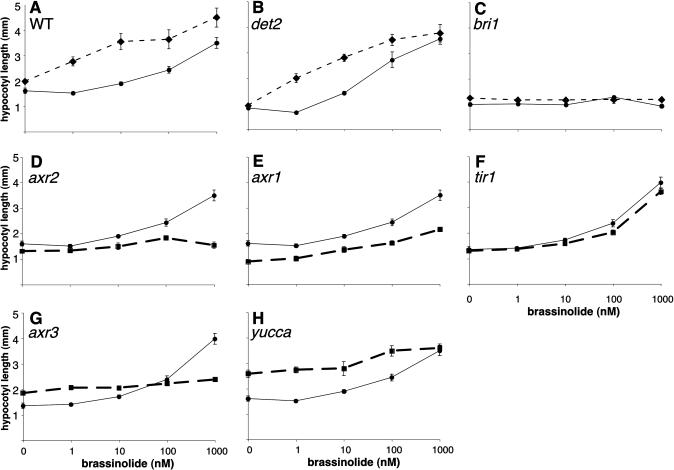
BR and Auxin Pathways Are Interdependent, as Measured by Hypocotyl Elongation (A) Mild temperature elevation causes elongation of the hypocotyl and BR hypersensitivity in WT plants. Columbia ecotype is shown but results are similar for Wassilewskija. Hypocotyls of 3-d-old plants grown at either 26 °C (diamonds, dashed line) or 22 °C (circles, solid line) were measured. (B) *det2-1* plants are defective in BR biosynthesis and are also insensitive to the temperature increase. As the *det2* deficiency is rescued by exogenous BL, temperature sensitivity is restored. (C) Plants with the weak *bri1-5* mutation are insensitive both to temperature and exogenous BR. (D–H) BR response depends upon auxin response. WT is shown in circles with a solid thin line and mutants are shown in squares with a thick dashed line. Known auxin response mutants *axr2-1* (D), *axr1-12* (E), *tir1-1* (F), and *axr3-1* (G) have decreased BR response. (F) *tir1* has no hypocotyl elongation phenotype in the absence of exogenous hormone treatment and only very modest effects on BR sensitivity. Response is significantly reduced in *tir1* mutants at 100 nM BL, as measured by Student's t-test (*p* = 0.03, using Bonferroni adjustment for multiple tests; Hochberg 1988). (H) *yucca* plants, which overproduce auxin, also show reduced BR response. Error bars represent standard error. Data in (F) and (G) were collected in a separate experiment from other panels, resulting in small differences in the values for WT hypocotyl length.

BR- and auxin-mediated growth promotion required both pathways to be intact. As has been shown previously, hypocotyls of *det2* mutants defective in BR biosynthesis (Li et al. 1996) fail to elongate with increased temperature (Gray et al. 1998; Zhao et al. 2002). Importantly, the hypersensitivity of *det2* plants to exogenous BR was enhanced by increased temperature, suggesting that these two responses are tightly linked (Figure 1B). Weak *bri1* mutants were also unresponsive to temperature, suggesting that auxin response was dependent on a functional BR signal transduction pathway (Figure 1C). The dramatic growth enhancement caused by overproduction of auxin in the *yucca* mutant (Zhao et al. 2001) requires functional *BRI1,* as *yucca bri1* mutants are dwarfs (Figure 2). Conversely, BR response was dependent on a functional auxin signal transduction pathway as *axr1* (Lincoln et al. 1990) and *axr2* (Timpte et al. 1994) mutants with reduced auxin response showed significantly reduced sensitivity to BR treatment (see Figure 1D and 1E). The degree of BR insensitivity is correlated with the level of reduced auxin responsiveness, as *tir1* mutants, which show only subtle phenotypes in the absence of exogenous auxin (Ruegger et al. 1998), exhibited only a modest reduction in BR response (see Figure 1F). *axr3* mutants, which in many assays display a constitutive auxin response (Leyser et al. 1996), were insensitive to BRs (see Figure 1G). This suggests that the BR insensitivity observed in *axr1* and *axr2* mutants is not simply a block in cell elongation, and that regulated turnover of Aux/IAA proteins, such as those encoded by *AXR2* and *AXR3,* is required for normal BR response. *yucca* mutants were also largely insensitive to exogenous BR and appeared saturated for the BR response (see Figure 1H).

**Figure 2:**
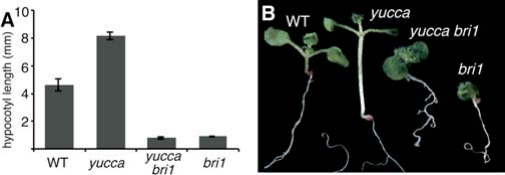
Enhanced Hypocotyl Elongation of *yucca* Mutants Requires Functional BRI1 (A) Average hypocotyl lengths of 3-d-old plants. Error bars represent standard error. (B) Ten-day-old WT, *yucca, yucca bri1-116,* and *bri-116* seedlings.

### Auxin and BR Transcriptional Responses Substantially Overlap

Previous studies have identified several auxin-responsive genes that are also regulated by BRs (Goda et al. 2002; Mussig et al. 2002; Yin et al. 2002a; Nakamura et al. 2003a, 2003b). To comprehensively compare the genomic effects of treatment with each hormone, Affymetrix oligonucleotide microarrays, representing approximately 22,000 genes, were hybridized with probes from two biological replicates following mock or BR treatment. 

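The WT part of this experiment comprised 4 Affymetrix ATH1 arrays, 2 hybridized with RNA of mock-treated seedlings and 2 with RNA of BR-treated seedlings. Seedlings were immersed for 2.5 h in medium with 1 μM BL, the most active BR, or in medium alone. The paper gives their age as 9 d, and the sample labels give 10 d. The paper counts 2 biological replicates per treatment, so each p-value measures the spread between 2 arrays per group, and this number limits the precision. The authors normalized the arrays with rma, which corrects the background, gives arrays normalized together the same distribution and summarizes the probes of each probe set. They deposited 1 intensity per probe set and array, in arbitrary units, with the rma values put back on the linear scale. Each array holds 22810 probe sets. The median intensity was 89.68 and 90.09 on the WT mock arrays and 86.85 and 90 on the WT BR arrays. Replicate arrays differed by a median SD of 0.0699 on the log2 scale after mock treatment and of 0.0656 after BR treatment. The 64 control probe sets were left out, and the log2 intensities of the other 22746 were fitted with limma, with a mean for each of 4 groups. These groups were WT and *yucca* seedlings with and without BR, so that all 8 arrays shared an estimate of the spread with 4 residual degrees of freedom. A transcript was called at the paper's criteria, an adjusted p under 0.10 and a log odds of differential expression (B) above 0. The arrays that enter the fit and the B criterion are the choices that could change the counts most.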

Linear models were used to identify 342 transcripts whose levels were increased following BR treatment (Figure 3A; Tables S1 and S3). 

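After 2.5 h of BR treatment, transcripts of cell wall enzymes and of small auxin-upregulated RNA (*SAUR*) genes rose in WT seedlings. *SAUR9* (At4g36110) rose from an intensity of 27.2 ± 4.25 (SD, n = 2) to 197 ± 23.2 (SD, n = 2), a log2 fold change of 2.86 (standard error 0.148, adjusted p = 3.99e-05 from limma). *XTH23* (At4g25810), a xyloglucan endotransglucosylase/hydrolase that cuts and rejoins cell wall xyloglucan, rose from 188 ± 35.7 (SD, n = 2) to 917 ± 14.4 (SD, n = 2), a log2 fold change of 2.30 (standard error 0.178). The expansin-like gene *EXLA2* (At4g38400) rose by 2.20 (standard error 0.133) and *PHI-1* (At1g35140) by 2.11 (standard error 0.134) on the log2 scale. Of 14 *XTH* genes with a probe set named here, called measured here and below, 8 rose, 1 fell and 5 did not pass the test. When adjusted over the list alone, a count that here and below uses no B criterion, 8 rose and 2 fell. Log2 fold changes were 1.91 for *XTH19* (At4g30290), 1.75 for *XTH22* (At5g57560) and 1.66 for *XTH33* (At1g10550). The 13 *XTH* genes named apart from Tables S1 and S2 rose as a list against all other genes (mean log2 fold change 0.959, adjusted p = 9.33e-14 from camera), with adjusted p = 0.0671 with an estimated correlation. Some of the 13 were chosen by the study on these arrays and stayed in because its tables of auxin-regulated transcripts also name them. This list thus leans toward responsive genes and is not fully independent evidence. Of 13 expansin genes, whose products loosen the cell wall, 4 rose, 1 fell and 8 did not pass the test (6 rose and 4 fell when adjusted over the list alone). The 12 named apart from those tables had a mean log2 fold change of 0.409 (adjusted p = 0.0339 from camera, and adjusted p = 0.303 with an estimated correlation). *BAS1* (At2g26710), a cytochrome P450 that inactivates BRs, rose by 1.55 on the log2 scale (standard error 0.135, adjusted p = 0.000632 from limma). Of 3 BR inactivation genes, it alone passed the test (2 rose and 1 fell when adjusted over the list alone). *BEE1* (At1g18400), a bHLH protein required for the BR response, rose 2.32-fold, and *RGF9* (At5g64770) rose from 168 ± 32.8 (SD, n = 2) to 549 ± 35.6 (SD, n = 2). Of 4 BR-related bHLH genes, *BEE1* rose and 3 did not pass the test (3 rose and 1 fell when adjusted over the list alone). *CESA5* (At5g09870), a cellulose synthase, rose 1.78-fold and *CESA6* did not pass the test (both rose when adjusted over the list alone), but both were named only through Table S1, so their direction is not independent evidence. In a fit of only the 2 WT groups, 342 transcripts rose. Over all arrays 275 rose, 78 of them at least 2-fold. The number was 164 without WT mock replicate 1, 130 without WT mock replicate 2, 134 without WT BR replicate 1, 133 without WT BR replicate 2 and 508 with no B criterion.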

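Among the transcripts that fell in BR-treated WT seedlings were those of enzymes that make BRs. *BR6OX2* (At3g30180), which acts in the last steps of BL synthesis, fell from an intensity of 224 ± 25.3 (SD, n = 2) to 23.3 ± 5.3 (SD, n = 2), a log2 fold change of −3.28 (standard error 0.161, adjusted p = 3.3e-05 from limma). *DWF4* (At3g50660) and *CPD* (At5g05690) encode cytochrome P450s of the same pathway. *DWF4* fell by 2.63 on the log2 scale (standard error 0.131) and *CPD* fell from 2769 ± 32.4 (SD, n = 2) to 648 ± 42.4 (SD, n = 2). All 5 measured BR biosynthesis genes fell (5 when adjusted over the list alone), but each was named only through Table S2, which the study chose on these arrays, so this is not independent evidence of their direction. Of 7 BR signalling genes, 2 fell, 1 rose and 4 did not pass the test (5 fell and 1 rose when adjusted over the list alone). *BRI1* (At4g39400), the BR receptor, fell from 1326 ± 62.3 (SD, n = 2) to 648 ± 21.9 (SD, n = 2), a log2 fold change of −1.03 (standard error 0.094, adjusted p = 0.000778 from limma), and *BEH2* (At4g36780), a homolog of *BES1* and *BZR1*, fell by 2.68 on the log2 scale (standard error 0.119). The deepest falls were those of At5g57785 (log2 fold change −4.43, standard error 0.12) and At5g01740 (−4.13, standard error 0.133), among probe sets that stand for a single gene. Of 5 A-type *ARR* genes, which cytokinin induces, 3 fell and 2 did not pass the test (3 fell when adjusted over the list alone). Of 8 genes of aliphatic glucosinolate synthesis, 4 fell and 4 did not pass the test (8 fell when adjusted over the list alone), with a log2 fold change of −1.20 for *IPMI2* (At2g43100). The members of both lists that fell were named only through Table S2, so their direction is not independent evidence. Of 3 HD-ZIP II genes, *HAT1* (At4g17460) fell by 1.37 on the log2 scale and 2 did not pass the test (2 fell when adjusted over the list alone), and its call ended without WT mock replicate 1 (−1.39) or WT mock replicate 2 (−1.36). In a fit of only the 2 WT groups, 297 transcripts fell. Over all arrays 215 fell, 69 of them at least 2-fold. The number was 88 without WT mock replicate 1, 110 without WT mock replicate 2, 104 without WT BR replicate 1, 106 without WT BR replicate 2 and 457 with no B criterion.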

The levels of 296 transcripts were decreased in the same treatment (Figure 3A; Tables S2 and S4). Comparison with newly analyzed data from a similar experiment using auxin-treated seedlings (Zhao et al. 2003) showed that nearly a quarter of genes upregulated by either auxin or BR treatment were regulated by both hormones (Figure 3A and 3C; Tables S1–S6). This is a much larger overlap than that reported in the recent study by Goda and colleagues (2004), likely reflecting substantial differences in experimental design and analysis methods, including the use of different microarrays. In addition, at least 75% of the genes identified as BR inducible were late responders (only observed after 12 or 24 h of BR treatment) and therefore were not included in the analysis described here.

**Figure 3:**
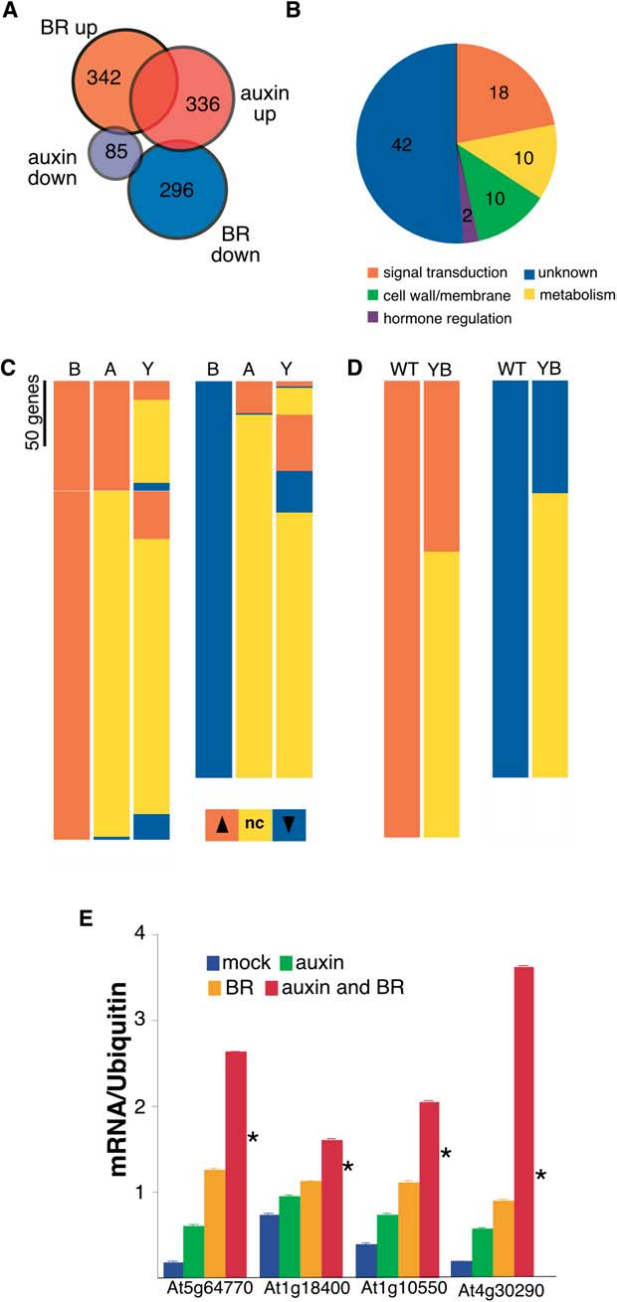
BR and Auxin Have Shared Genomic Effects (A) Venn diagram showing relative proportion of BR- and auxin-responsive genes and the degree of overlap. (B) Functional categories of BR–auxin shared genes reveal a potential growth signature. (C and D) Effects of auxin on BR-regulated gene expression. Transcripts which show elevated levels are shown in orange, those with decreased levels are shown in blue, and those transcripts whose levels are not changed are shown in yellow. (C) Relative ratios were derived from the following comparisons (from left to right): BR versus mock treatment (WT plants; B), auxin versus mock treatment (WT plants; A), and *yucca* versus WT (Y). The three columns to the left are BR-upregulated genes and the three columns to the right are BR-downregulated genes. Among the BR-upregulated genes, there are a large number that are also induced by auxin treatment or in a *yucca* background. Few BR-repressed genes are repressed by auxin. nc, no change. (D) Effect of BR treatment in *yucca* background. Relative ratios represent BR versus mock treatment in WT plants (WT) or in *yucca* mutants (YB). Approximately two-thirds of BR-regulated genes were not affected by BR treatment of *yucca* plants. (E) Quantitative PCR shows that shared target genes are synergistically induced when treated with both auxin and BRs. At5g64770 encodes a protein with unknown function. At1g18400 encodes BEE1, a bHLH-containing protein known to be required for the BR response (Friedrichsen et al. 2002). At1g10550 and At4g30290 are putative endoxyloglucan transferases. Asterisks indicate response under an additive model.

As much of the auxin response is transient, *yucca* plants which continuously experience high levels of auxin have a different profile of altered transcript levels than plants exposed to exogenous auxin for a short time period (Zhao et al. 2002). To produce a more complete list of auxin-responsive genes, RNA from *yucca* seedlings was isolated and used to probe additional microarrays. 

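The *yucca* mutant overproduces auxin through a highly expressed *YUCCA* flavin monooxygenase gene. The transcript of *YUCCA* (At4g32540) was not analysed here, so it gave no check of the labels. For this comparison, 2 arrays of mock-treated *yucca* seedlings stand against the 2 WT mock arrays. The median intensity was 46.4 and 44.7 on the *yucca* mock arrays, and the replicates differed by a median SD of 0.102 on the log2 scale. Probe sets with an intensity equal to every digit were found between arrays of the same genotype and none between genotypes, as arises when rma is run for each genotype separately. Levels of *yucca* against WT are thus set across separately normalized genotypes. As deposited, the median of the log2 differences between *yucca* mock and WT mock was −0.869. It was −0.0114 after quantile normalization over all 8 arrays and 0.113 with the array medians set equal. The comparison of *yucca* with WT therefore used quantile-normalized values, and its changes are relative to that shift. On those values *GH3.3* (At2g23170), which conjugates auxin to amino acids, was at 389 ± 14.2 (SD, n = 2) in *yucca* and 117 ± 9.6 (SD, n = 2) in WT, a log2 fold change of 1.73 (standard error 0.179, adjusted p = 9.18e-05 from limma), against 0.75 and no call on the values as deposited. In all, 1945 transcripts were higher and 2004 were lower in *yucca*, with 880 and 846 of them changed at least 2-fold. Without WT mock replicate 1 the numbers were 1138 and 1057, without WT mock replicate 2 they were 1157 and 1159, and on the values as deposited they were 265 and 15356. With no B criterion they were 5878 and 6295.

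**Figure D1:**
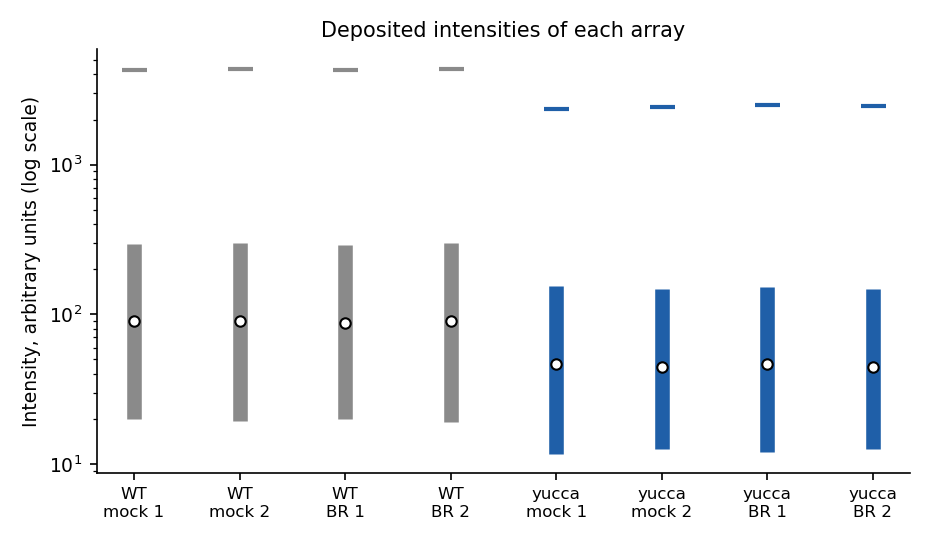
Deposited intensities of the 8 arrays (arbitrary units, log scale), with the median as an open circle, the range from the lower to the upper quartile as a bar and the 99th percentile as a dash. The medians of the WT arrays lie between 86.8 and 90.09 and those of the *yucca* arrays between 44.7 and 46.4.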

More than 20% of all BR-upregulated genes were also differentially regulated in a *yucca* background (Figure 3C; Tables S1 and S2). 

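Of the transcripts that BR raised in WT, some were also higher in *yucca* than in WT mock seedlings and others were lower. *SAUR9* was higher in *yucca*, with a log2 fold change of 2.04 (standard error 0.14, adjusted p = 1.09e-05 from limma). *BEE1* was at 276.8 ± 6.25 (SD, n = 2) in *yucca* and 99.2 ± 8.4 (SD, n = 2) in WT, a log2 fold change of 1.48 (standard error 0.128), and *XTH22*, also called *TCH4*, was higher by 1.43 (standard error 0.143). The cell wall gene *XTH19* was lower in *yucca* (16.7 ± 0.756, SD, n = 2) than in WT (95.2 ± 13.4, SD, n = 2), a log2 fold change of −2.50 (standard error 0.113), and its level on the *yucca* mock arrays was near background. *BAS1* was lower by 1.04 on the same scale. On the values as deposited, where *yucca* as a whole lies lower, *BEE1* (0.50) and *XTH22* (0.53) were not called, and *SAUR9* (1.18) and *BAS1* (−2.02) moved by more than 1.5 times. In all, 101 of the 275 transcripts raised by BR changed in *yucca* (36.7%, 95% exact binomial interval 31.0 to 42.7), 49 of them higher and 52 lower. Independent lists of these sizes would share 23.5 and 24.2. Of the 215 transcripts lowered by BR, 84 changed in *yucca* (39.1%, interval 32.5 to 45.9), 40 higher and 44 lower, against 18.4 and 18.9 for independent lists. Both comparisons use the WT mock arrays, and part of the excess in the same direction may come from these shared controls, which move both fold changes the same way. In 20 simulations of unchanged groups against shared controls, 0 probe sets were called by limma in both comparisons, against 185 here, but 0 were called for BR in WT alone either, so this says little of the overlap of changed lists. The fold changes of the 2 comparisons had a Pearson r of 0.0334 across probe sets, which are not independent replicates, against 0.402 for unchanged groups (mean of 100 simulations), and a covariance of 0.00461 against 0.00446. The share of raised transcripts was 22.0% without WT mock replicate 1 and 70.1% with no B criterion.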

In combination, 40% of the BR-upregulated genes were altered either by auxin treatment or in *yucca* mutants (see Table S1). Members of all known auxin-responsive gene families were identified, as has been seen in previous microarray experiments representing a smaller fraction of the genome (Goda et al. 2002, 2004; Mussig et al. 2002; Yin et al. 2002a).

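Of 23 measured *SAUR* genes, 17 rose after BR treatment of WT seedlings, 1 fell and 5 did not pass the test (18 rose and 4 fell when adjusted over the list alone). *SAUR10* (At2g18010) rose by 2.25 (standard error 0.149), *SAUR68* (At1g29490) by 2.21 (standard error 0.135) and *SAUR15* (At4g38850), the *SAUR-AC1* gene, by 2.11 (standard error 0.154) on the log2 scale, while *SAUR46* (At2g37030) fell by 2.50. The mock levels of *SAUR10* and *SAUR68* were near background, and their log2 fold changes were 1.57 and 1.66 after 16 was added to each intensity. The 19 *SAUR* genes named apart from Tables S1 and S2 rose as a list (mean log2 fold change 1.06, adjusted p = 1.27e-27 from camera), a call that held with an estimated correlation (adjusted p = 0.0474). Some of the 19 have a name here only because the paper lists them as hormone-regulated, so this list and the count lean toward responsive genes. Of 20 *Aux/IAA* genes, which encode short-lived repressors of ARF proteins, 3 rose, 2 fell and 15 did not pass the test (6 rose and 4 fell when adjusted over the list alone). *IAA6* (At1g52830) rose from 37.8 ± 4.22 (SD, n = 2) to 135 ± 51.1 (SD, n = 2), a log2 fold change of 1.79 (standard error 0.211, adjusted p = 0.00259 from limma), and *IAA26* (At3g16500) fell by 1.02 on the log2 scale. *IAA19* (At3g15540) rose by 0.92, and its call ended in a fit of only the 2 groups compared, without WT mock replicate 2 (0.75) and without WT BR replicate 1 (0.69). The 19 named apart from the tables had a mean log2 fold change of 0.165 (adjusted p = 0.0132 from camera, and adjusted p = 0.291 with an estimated correlation). Of 8 *GH3* genes, 2 rose, 3 fell and 3 did not pass the test (2 rose and 3 fell when adjusted over the list alone). *GH3.5* (At4g27260) fell by 1.43, *GH3.17* (At1g28130) by 1.33 and *GH3.6* (At5g54510) by 1.11 on the log2 scale. The 7 named apart from the tables fell as a list (mean log2 fold change −0.46, adjusted p = 0.00272 from camera, and adjusted p = 0.0671 with an estimated correlation). Some of the *Aux/IAA* and *GH3* genes in these list tests were chosen by the study on these arrays. Between *yucca* and WT mock seedlings, on quantile-normalized values across separately normalized genotypes, 3 *SAUR* genes were higher and 4 lower (6 and 8 when adjusted over the list alone), 1 *Aux/IAA* gene was higher and 3 lower (3 and 6 over the list alone), and 3 *GH3* genes were higher and 2 lower (5 and 2 over the list alone). On the values as deposited, *IAA7* (0.79 against −0.10), *GH3.5* (0.83 against −0.11) and *GH3.10* (0.77 against −0.21) turned from higher to lower, but each was higher by less than the median shift in level between genotypes, so these turns are no result about the genes.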

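Of the *ARF* genes, which encode transcription factors that bind auxin-responsive elements, 2 had a probe set named here, and both fell after BR treatment of WT seedlings (2 when adjusted over the list alone). *ARF8* (At5g37020) was at an intensity of 124 ± 5.87 (SD, n = 2) after mock and 78.1 ± 8.13 (SD, n = 2) after BR treatment, a log2 fold change of −0.67 (standard error 0.104, adjusted p = 0.00959 from limma). The gene At4g30080, named *ARF16* in the annotation used here, was at 68.5 ± 2.42 (SD, n = 2) and 43.4 ± 3.58 (SD, n = 2), a log2 fold change of −0.66 (standard error 0.121, adjusted p = 0.0211 from the same test). Both were named only through Table S2, which the study chose on these arrays, so the count is not independent evidence of a direction. The call of *ARF8* ended without WT mock replicate 1 (−0.62), WT mock replicate 2 (−0.72) or WT BR replicate 1 (−0.56). That of *ARF16* ended with an intensity trend in the variance model, after quantile normalization, and without WT mock replicate 1 (−0.70) or 2 (−0.62), WT BR replicate 1 (−0.74) or 2 (−0.58), or either *yucca* BR array (−0.66).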

While auxin treatment had no effect on ARF gene expression, transcripts of *ARF4* (At4g30080) and *ARF8* (At5g37020) were negatively regulated by BR treatment (see Tables S2 and S4). This is the first evidence of transcriptional regulation of ARF genes. In addition, BRs repressed the expression of several auxin transport–related transcripts, including *PIN3* (At1g70940), *PIN4* (At2g01420), *PIN7* (At1g23080), and an *AUX1*-like gene (At1g77690). 

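All 5 measured genes of auxin transport fell in BR-treated WT seedlings (5 when adjusted over the list alone). *PIN7* (At1g23080), an auxin efflux carrier, fell from a mean intensity of 1007 to 562 (n = 2 each), a log2 fold change of −0.84 (standard error 0.121, adjusted p = 0.00661 from limma). *PIN3* (At1g70940), a carrier of the same family, fell from 1166 ± 137 (SD, n = 2) to 699.6 ± 44.2 (SD, n = 2), a log2 fold change of −0.73 (standard error 0.109, adjusted p = 0.00739). *PIN4* (At2g01420) fell from 1126 ± 20.4 (SD, n = 2) to 775 ± 10.2 (SD, n = 2), a log2 fold change of −0.54 (standard error 0.101). The gene At1g77690, named *LAX3* here, encodes an auxin influx carrier and fell from 552 ± 62.3 (SD, n = 2) to 317.5 ± 11.3 (SD, n = 2), a log2 fold change of −0.79 (standard error 0.15). *PIN4*, *LAX3* and the other member, *ABCB1* (At2g36910), were named only through Table S2. *PIN3* and *PIN7* were also chosen by the study on these arrays, so none of the 5 is independent evidence of the direction. The call of *PIN7* ended without WT mock replicate 1 (−0.84), WT mock replicate 2 (−0.84) or WT BR replicate 1 (−0.81), and that of *PIN3* without WT mock replicate 1 (−0.61) or WT BR replicate 2 (−0.67). Those of *PIN4* and *LAX3* ended without any 1 of the 4 WT arrays (−0.56 to −0.52 and −0.91 to −0.68), and without either *yucca* BR array for *PIN4* (−0.54) or either *yucca* mock array for *LAX3* (−0.79), and with median centring for *PIN4* (−0.51) or 16 added to each intensity for *LAX3* (−0.77).

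**Figure D2:**
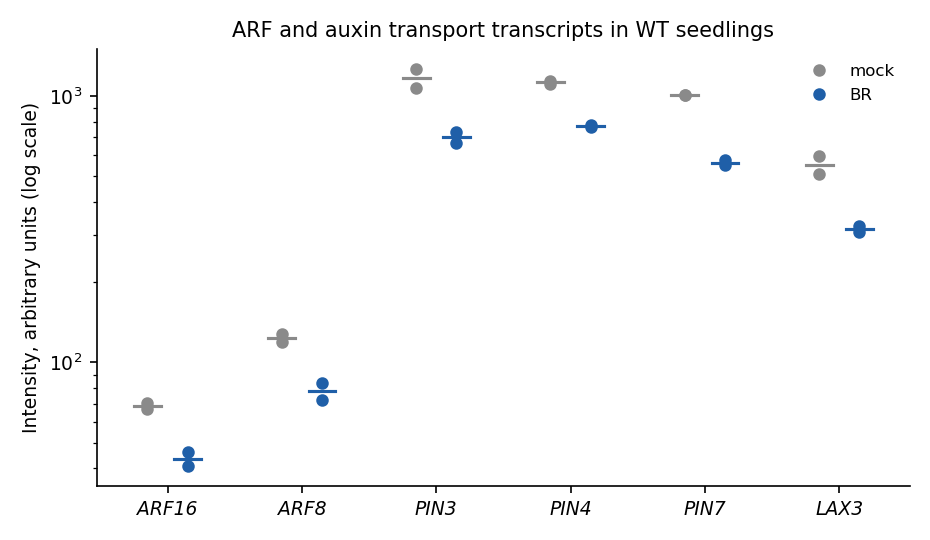
Intensity (arbitrary units, log scale) of *ARF16*, *ARF8*, *PIN3*, *PIN4*, *PIN7* and *LAX3* on each WT mock and WT BR array, with points for the 2 arrays of a group and a line at their mean. Each gene is lower on both BR arrays than on both mock arrays, with *PIN7* at means of 1007 and 562.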

Auxin induced the expression of *BRI1* and a close paralog, *BRL3* (At3g13380), and repressed the expression of another *BRI1*-like gene, *VH1/ BRL2* (At2g01950) (Clay and Nelson 2002; Yin et al. 2002b). It is possible that the genes identified here as auxin and BR responsive may represent a common growth signature regulated by many factors during seedling development. The majority of these genes do not have known functions; however, many of the rest are known or predicted to be involved in cell expansion, metabolism, and signal transduction (Figure 3B).

### Integration between Auxin and BR Signals Occurs in the Nucleus

Many plant hormones directly regulate the levels of other hormones (Alonso and Ecker 2001). This complicates analysis of cross-talk, which is defined by shared signal transduction components. The interdependency between auxin and BRs does not function primarily through regulation of hormone levels. Auxin does not induce BR biosynthesis. *det2* plants, which are hypersensitive to exogenous BR treatment, were insensitive to growth at elevated temperature (see Figure 1B). Auxin treatment does not affect the subcellular localization of BES1 (Yin et al. 2002a), and growth at elevated temperature does not alter BES1 levels or phosphorylation state (unpublished data). Conversely, BRs do not regulate auxin biosynthesis. Nakamura and colleagues (2003a) reported that *det2* mutants make at least normal amounts of auxin and that BR treatments do not alter auxin levels. It was recently reported that the stability of an IAA1:luciferase fusion protein was unchanged following BR treatment, though the data were not shown (Zenser et al. 2003). Here, we used a heat shock–inducible β-glucuronidase (GUS) reporter fused to the N-terminal portion of AXR3 described by Gray and colleagues (2001). This construct was rapidly turned over in the presence of auxin but showed no change in stability following BR treatment (Figure 4D).

**Figure 4:**
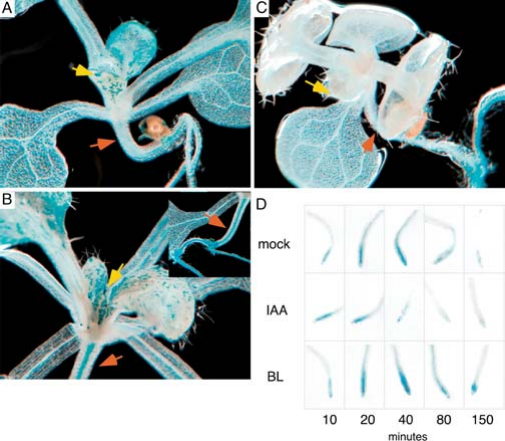
Endogenous BR Levels Affect Expression of an Auxin-Responsive Reporter but Do Not Induce Aux/IAA Protein Turnover (A) WT, (B) *det2*, and (C) *DW4FOX* plants carrying the DR5::GUS transgene. (A) GUS staining is particularly strong in young leaves (yellow arrow). (B) *det2* plants show no GUS staining in aerial tissues. (C) *DWF4OX* plants show increased intensity of staining, particularly at the tips of emerging leaves (yellow arrow) and in the hypocotyl (orange arrows). Inset shows hypocotyl-root junction. (D) Aux/IAA stability does not appear to be affected by treatment with BRs. Plants carrying a heat shock–inducible fusion of the N-terminal portion of AXR3 and GUS reporter were subjected to 2 h at 37 °C and then treated with mock or hormone treatments for the time periods listed.

Together, these results suggested that the interaction between the auxin and BR pathways was likely at the promoters of shared target genes. To test whether the auxin:BR synergism was detectable at the level of gene transcription, transcript levels from four genes identified in the microarray studies were quantified in plants exposed to exogenous treatment of either hormone or both in combination (see Figure 3E). In all cases, levels of these transcripts were regulated nonadditively in the presence of both hormones. If, as suggested by these results, BR and auxin response pathways converge at the level of gene activation, we reasoned that *yucca* plants, which are largely insensitive to BR for growth promotion, might also show a reduced BR genomic response. 

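The response of *yucca* seedlings to BR was measured on 2 arrays of BR-treated seedlings, set against the 2 *yucca* mock arrays. Dose and time were those of the WT treatment. The median intensity was 46.2 and 44.66 on the *yucca* BR arrays, and the replicates differed by a median SD of 0.0879 on the log2 scale. BR and mock were compared within *yucca* on the values as deposited, since these 4 arrays were normalized together, in the model that also held the WT arrays. The difference between the BR responses of both genotypes was tested in the same model as an interaction. A gene that passes the test in 1 genotype only is not shown to respond differently unless that interaction is called. Each genotype adds its own spread between arrays, so a share of calls lost also depends on the arrays that enter the fit.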

RNA was isolated from *yucca* plants treated with BR and used to probe additional microarrays. 

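In *yucca* seedlings, BR treatment changed transcripts of *SAUR*, cell wall and BR genes, while some lists with called members in WT had none. *SAUR9* rose from 61.6 ± 9.4 (SD, n = 2) to 419.8 ± 23.7 (SD, n = 2), a log2 fold change of 2.78 (standard error 0.148, adjusted p = 2.94e-05 from limma), and *EXLA2* rose by 2.34 (standard error 0.133). *BR6OX2* fell from 144 ± 18.8 (SD, n = 2) to 10.2 ± 0.2 (SD, n = 2), a log2 fold change of −3.82 (standard error 0.161) that depends on a level near background and was −2.61 after 16 was added to each intensity, as it also was in WT. The same offset shrinks *yucca* folds more, because the deposited *yucca* intensities lie lower, so folds with it are not like for like between genotypes. *CPD* fell by 2.36 (standard error 0.116) and *BRI1* fell by 1.22 (standard error 0.094). *XTH19* rose from 13.1 to 314 ± 11.3 (SD, n = 2), a log2 fold change of 4.58 (standard error 0.108), and of 3.503 after 16 was added to each intensity. Its intensity was equal to every digit on both *yucca* mock arrays, which have 61 probe sets of equal intensity, and lay above those of 27.6% and 26.1% of their probe sets, so the size of this fold depends on a level near background. Of the measured *SAUR* genes, 19 rose, 3 fell and 1 did not pass the test (19 rose and 4 fell when adjusted over the list alone), and the list of 19 had a mean log2 fold change of 1.65 (adjusted p = 1.6e-29 from camera, which held with an estimated correlation at adjusted p = 0.0419). Of the *XTH* genes 8 rose and 1 fell (9 and 2 over the list alone), with adjusted p = 9.61e-12 from camera and adjusted p = 0.112 with an estimated correlation. Of the expansin genes 6 rose and 7 did not pass the test (8 rose and 1 fell when adjusted over the list alone), with adjusted p = 0.000115 from camera and adjusted p = 0.134 with an estimated correlation. Of the *Aux/IAA* genes 4 rose and 2 fell (7 and 3 over the list alone), with adjusted p = 0.00132 from camera and adjusted p = 0.145 with an estimated correlation. The *GH3* list, whose call in WT was lost with an estimated correlation, was not called in *yucca* (adjusted p = 0.0581 from camera), though its mean log2 fold change of −0.498 was no smaller than in WT, and of 8 *GH3* genes 1 rose, 3 fell and 4 did not pass the test (3 rose and 3 fell when adjusted over the list alone). By limma, none of 8 aliphatic glucosinolate genes was called in *yucca* (6 fell when adjusted over the list alone, and 5 had an unadjusted p under 0.05), with a median log2 fold change of −0.512 against −1.01 in WT. None of 5 A-type *ARR* genes was called by limma (1 rose and 1 fell over the list alone, and 2 had an unadjusted p under 0.05), nor was either light signalling gene (both fell over the list alone, and both had an unadjusted p under 0.05). None of these *GH3*, glucosinolate, *ARR* and light signalling genes was called in the test of the difference between genotypes, and 6 of the 8, 3 of the 5 and both light signalling genes were named only through Tables S1 and S2, so they are not independent evidence. In all, 401 transcripts rose and 377 fell in *yucca*. The second number was 246 without *yucca* mock replicate 1 and 231 without *yucca* BR replicate 2, and in a fit of only the 2 groups compared the numbers were 228 and 184. Of the 275 transcripts raised in WT, 205 were raised in *yucca* (4.85 for independent lists) and 70 did not pass the test there (25.5%, 95% exact binomial interval 20.4 to 31.0). Of the 215 lowered in WT, 128 were lowered in *yucca* (3.56 for independent lists) and 87 did not pass the test (40.5%, interval 33.8 to 47.35). Conversely, 196 of 401 transcripts raised in *yucca* (48.9%) and 249 of 377 lowered there (66.05%) did not pass the test in WT. With each genotype fitted on its own arrays, the shares of WT calls not called in *yucca* were 54.7% and 63.6%. The share of raised transcripts was 11.6% without WT mock replicate 1, 16.5% without WT BR replicate 2, 41.6% without *yucca* mock replicate 2 and 40.9% without *yucca* BR replicate 1, and that of lowered transcripts was 21.6% without WT mock replicate 1 and 26.4% without WT BR replicate 2.

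**Figure D3:**
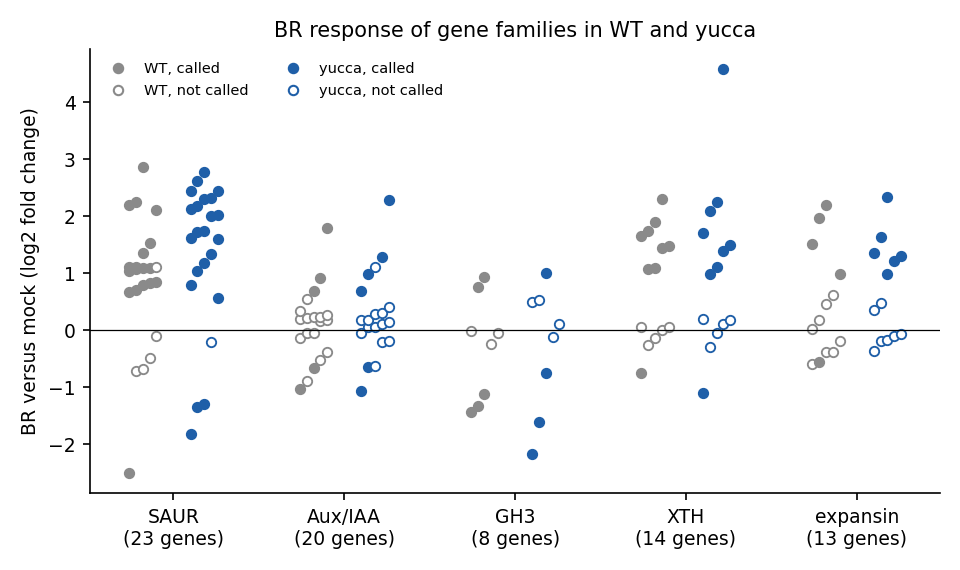
Log2 fold change of BR against mock treatment for each measured gene of 5 families, in WT (grey) and *yucca* (blue), with filled points for called and open points for uncalled genes. The *SAUR* genes of *yucca* include 19 that rose, and the highest *XTH* point is *XTH19* at 4.58.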

Approximately two-thirds of genes showing BR responsiveness in wild-type (WT) plants were no longer affected by BR treatment in a *yucca* background (see Figure 3D; Tables S1 and S2). This result strongly suggests that auxin and BR treatment affect transcription of these target genes by a common mechanism.

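Tested as an interaction, the BR response differed between *yucca* and WT for 6 probe sets, 2 with a more positive and 4 with a more negative response in *yucca*. In 100 simulations with the same response in both genotypes, the spread of each genotype and independent arrays, a mean of 0.37 probe sets and at most 3 were called, while 15 unchanged probe sets were called in simulated data in which 200 others were changed. Deviations of same-numbered mock and BR arrays from their group means had a Pearson r of 0.225 in WT and 0.407 in *yucca* across probe sets. The arrays may thus not be independent within a genotype. *XTH19* had a difference of 2.67 on the log2 scale (standard error 0.153, adjusted p = 0.000665 from limma), which was 1.71 after 16 was added to each intensity. *EXL4* (At5g09440) had a difference of −1.74 (standard error 0.185, adjusted p = 0.0369) and At5g22580 one of 1.60 (standard error 0.181, adjusted p = 0.0369). The auxin influx carrier gene *LAX3* had a log2 fold change of −1.81 in *yucca* (standard error 0.15), and its difference of −1.02 from WT was not called (adjusted p = 0.235). The 19 *SAUR* genes had a mean difference of 0.587, higher in *yucca* (adjusted p = 2.94e-13 from camera, and adjusted p = 0.173 with an estimated correlation), and 12 expansin genes one of 0.242 (adjusted p = 0.00378, and adjusted p = 0.351 with an estimated correlation). These lists were not tested with 16 added to each intensity. For *SAUR10* and *SAUR68*, near background, the *yucca* responses of 2.62 and 2.44 then became 1.52 and 1.72. The WT responses became 1.57 and 1.66. Because the deposited *yucca* intensities lie lower, the offset shrinks *yucca* responses more, so values with 16 added are not like for like between genotypes. Over all probe sets, which are not independent replicates, the slope of the *yucca* response on the WT response was 1.05 (95% bootstrap interval over probe sets 1.01 to 1.08). This slope is free of the spread between the WT arrays only if same-numbered WT arrays share no deviation. A shared deviation lowers the covariance of crosswise pairs and so raises the slope they give. The slope is the mean over both ways of pairing the WT arrays, by number and crosswise, which gave 0.971 (0.94 to 1) and 1.12 (1.08 to 1.16). It was 0.979 after 16 was added to each intensity, so its side of 1 is not settled. The 300 probe sets ranked highest on a BR and a mock array of WT had a mean log2 fold change of 0.844 on the other WT pair and 0.924 in *yucca*. The 300 ranked lowest had −0.793 and −0.768, with SDs of 0.051 and 0.031 over the 4 choices of the pair. The number of interaction calls was 0 without WT mock replicate 1 (limma; with all arrays, 1768 probe sets had an unadjusted p under 0.05, against a mean of 1250 and at most 1314 in the simulations with the same response), 1 without WT mock replicate 2, 2 without WT BR replicate 1, 1 without WT BR replicate 2, 14 and 31 without *yucca* mock replicates 1 and 2, and 146 without *yucca* BR replicate 1. It was 56 when adjusted over all comparisons together, 47 with an intensity trend in the variance model, and 13 with arrays centred on their medians or the dimmest 30% of probe sets left out. A replicate block within each genotype raised it further, as the closing part on processing gives, so 6 is not a settled extent. The paper reasons that, if both pathways converge on gene activation, *yucca* plants, whose growth responds little to BR, might also have a weaker transcriptional response to it. From the BR-regulated genes it counts as no longer affected in *yucca*, it proposes that auxin and BR act on these targets by a common mechanism.

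**Figure D4:**
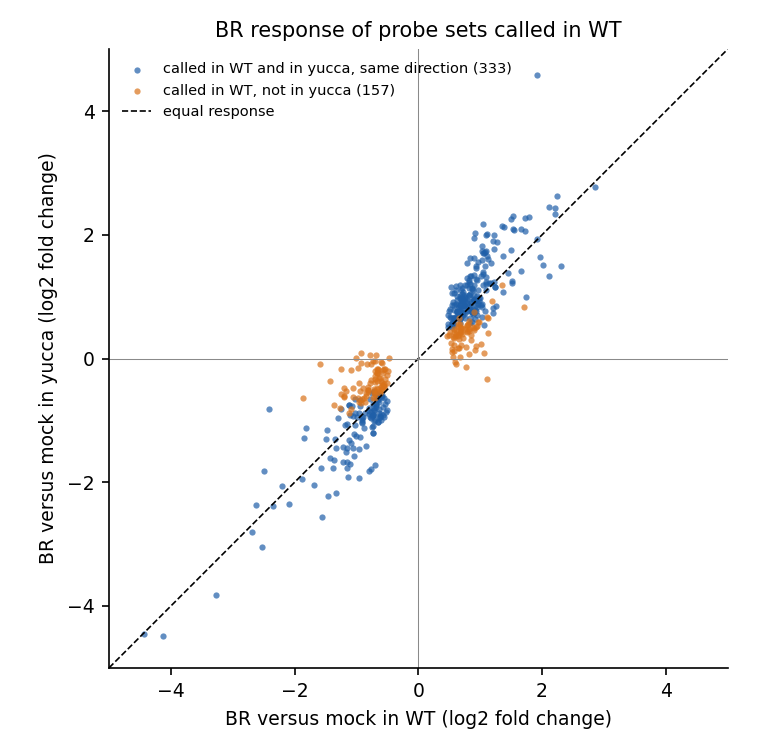
Log2 fold change of BR against mock treatment in *yucca* (vertical axis) and in WT (horizontal axis) for the 490 probe sets called in WT, with those called in both genotypes in blue and the others in orange, and a dashed line where both responses are equal. The 205 raised and 128 lowered in both genotypes are blue, and the highest point is *XTH19*.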

### Promoters of Coordinately Regulated Genes Share Regulatory Motifs

Computational analysis of coordinately regulated genes is an emerging tool for dissecting regulatory networks (e.g., DeRisi et al. 1997; Harmer et al. 2000; Tullai et al. 2004). To identify potential regulatory elements acting in these pathways, a list of all genes regulated by either auxin or BR was generated, and 500 bp upstream of each gene were identified. These promoters were split into three groups: those with increased transcript levels following treatment with BR only (B group; *n* = 258), those with increased transcript levels following auxin treatment only (A group; *n* = 254), and those genes whose transcripts were induced following treatment with either hormone (AB group; *n* = 82). Known plant promoter elements and their annotations were downloaded from PLACE (Higo et al. 1999) and used to screen each promoter list. The expected number of occurrences of each PLACE motif was estimated using 1,000 sets of *n* promoters randomly sampled from the genome, where *n* is equal to the number of promoters in each group (A, B, or AB). This approach offers a significant advantage over other background models used to assess enrichment. Permuted distributions reflect real expected frequencies and do not rely on assumptions about genome architecture. In addition, the normal distribution of site frequencies observed with large numbers of permutations allows for the use of powerful parametric statistical methods. Moreover, the ease of filtering based on relative probabilities makes this approach ideally suited to comparisons of promoters regulated in different conditions. In this study, matches were considered significant if a motif was overrepresented in a given set (*p* < 0.1) and present in at least 10% of group promoters. This analysis identified several motifs specifically enriched in a given group (Table 1), as well as several motifs found to be enriched in multiple groups (Table 2).

**Table 1:**
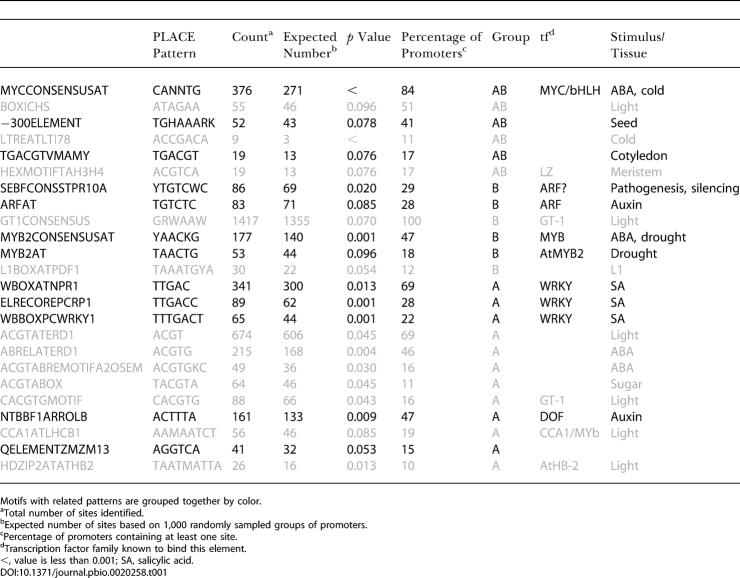
PLACE Motifs Enriched Specifically in AB, A, or B Promoters

Motifs with related patterns are grouped together by color

^a^Total number of sites identified

^b^Expected number of sites based on 1,000 randomly sampled groups of promoters

^c^Percentage of promoters containing at least one site

^d^Transcription factor family known to bind this element

<, value is less than 0.001; SA, salicylic acid

DOI:10.1371/journal.pbio.0020258.t001

**Table 2:**
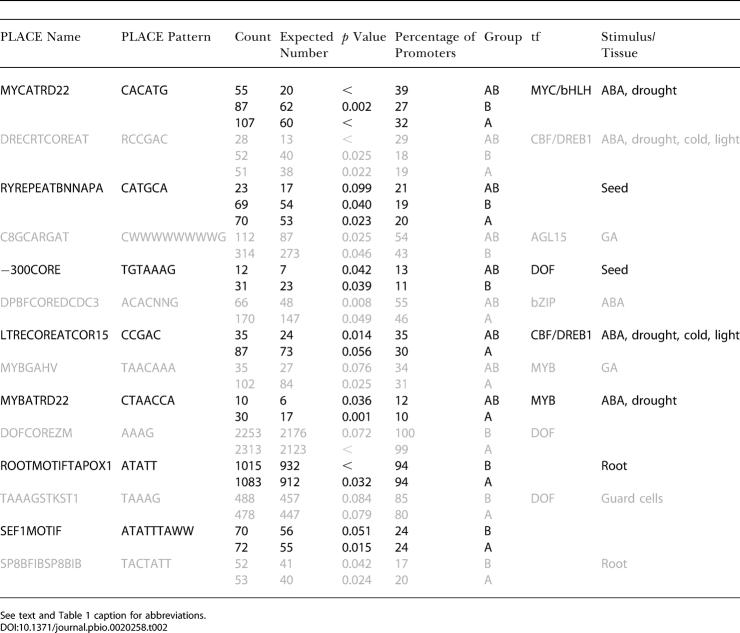
PLACE Motifs Enriched in Promoters of Multiple Groups

See text and Table 1 caption for abbreviations

DOI:10.1371/journal.pbio.0020258.t002

One of the sequences enriched in the B group was TGTCTC, previously identified as an auxin-responsive element (Ulmasov et al. 1995) termed ARFAT in the PLACE database. Surprisingly, this sequence was not significantly enriched in the A set (*p* = 0.78). However, the A, B, and AB groups showed significant enrichment of the core ARF-binding element TGTC in their promoters, perhaps reflecting some sequence divergence between *Arabidopsis* and soybean, where the element was first identified. A well-characterized synthetic element containing the ARFAT called DR5 (Ulmasov et al. 1997a) could be used to test the BR responsiveness of this element and was therefore introduced into plants with altered BR levels. In *det2* plants with lower endogenous levels of BRs (Li et al. 1996), DR5 expression was greatly reduced, particularly in the shoot (Figure 4A versus 4C). Conversely, in plants with increased levels of BRs caused by overexpressing a BR biosynthetic gene, *DWF4* (Wang et al. 2001), DR5 expression was increased (Figure 4A versus 4B). DR5 expression was also increased following transient BR treatment of WT plants carrying the DR5 reporter (unpublished data). Nakamura and colleagues (2003a) also recently demonstrated the BR inducibility of DR5::GUS and found no change in endogenous IAA levels following BR treatment, providing further evidence that BR transcriptional effects are direct. These data strongly suggest that the ARF-binding element requires both hormones for proper expression and should be considered a Brassinosteroid-Auxin Response Element. This finding raises questions about the utility of the DR5 element as a reporter of auxin response, as it likely reflects regions of regulatory overlap between the two pathways.

Consensus binding sites for several families of transcription factors were identified as enriched in the AB set (see Table 1). The presence of a MYC consensus site in more than 80% of AB promoters was quite striking, especially in light of the BR and auxin inducibility of the bHLH-containing *Brassinosteroid Enhanced Expression 1* (*BEE1;* At1g18400) gene, which is known to function in BR response (Friedrichsen et al. 2002). Many of the other AB consensus motif matches were implicated in regulation by light or abscisic acid (ABA), both of which have been linked previously to BR-mediated growth response by physiology and genetics (Nemhauser and Chory 2002). For the B set, there was widespread occurrence of a GT-1 consensus binding motif, as well as evidence for a MYB-binding site distinct from that found in the A set. Identification of several elements specific for the A set, including those known to bind WRKY-family members, suggests attractive targets for designing new reporters which may not be BR dependent. Several instances of light-regulated motifs are intriguing given the strong evidence for a close relationship between auxin and light responses (Tian and Reed 2001).

Several of the promoter elements identified in the A, B, and AB promoters were found as multiple copies within promoters, including the core ARF-binding element TGTC. Recent studies have suggested that ARF dimerization is not required for activation of ARFAT-mediated transcription (Tiwari et al. 2003). Interestingly, a scan of AB promoters revealed that nearly half of all AB promoters contain at least one instance of multiple copies of the core TGTC element within a 50-bp window. Clustering of TGTC sites was also seen in the A set (42% of promoters contain at least one pair of sites within 50 bp) and somewhat less frequently in the B set (33%). This finding suggests that interactions between ARFs may be important for hormone responsiveness of natural promoters, in addition to enhancing auxin inducibility of synthetic multimerized ARFATs. As specific binding factors are not known for most of the other elements identified, exact nucleotides required for factor binding are not known. Therefore, this analysis is likely a conservative estimate for the number of true transcription factor–binding sites present in each promoter.

## Discussion

With the notable exception of auxin, most plant hormones are produced and perceived throughout the plant body. Modulation of hormone response stems from regulation of hormone levels and/or signal transduction components, as well as from interactions with other signaling pathways. There are many examples of cross-talk between hormones in plant biology. In addition to auxin and BRs, gibberellins (GAs), ethylene, ABA, and cytokinin have all been shown to affect hypocotyl elongation (reviewed in Nemhauser and Chory 2002). As mentioned previously, some of these hormones interact through biosynthetic regulation. For example, auxin, ABA, and cytokinin stimulate ethylene biosynthesis, particularly when supplied at high levels (Yang and Hoffman 1984; Vogel et al. 1998; Ghassemian et al. 2000). Physiological and genetic evidence suggests that auxin, GAs, and ethylene promote hypocotyl growth by largely independent means (Gray et al. 1998; Collett et al. 2000). Similarly, BRs and GAs interact additively in most cell elongation bioassays (Mandava et al. 1981), and analysis of *bri1* mutants suggests that the two hormones independently and antagonistically regulate transcription of some target genes (Bouquin et al. 2001). In contrast, auxin and BRs interact synergistically and interdependently to promote hypocotyl cell elongation, making their relationship unique among plant growth regulators.

The nature of hormone interactions may be tissue specific. A recent study demonstrated that auxin acts primarily through GAs to promote root elongation, and proposed that the DELLA family of negative regulators was a point of convergence between the two pathways (Fu and Harberd 2003). One possible complication for this interpretation is that auxin is required for normal GA biosynthesis in pea (Ross et al. 2000) and thus, the effects of auxin on DELLA protein stability may be indirect. We have preliminary evidence that interactions between auxin and BRs may be different in aerial tissues than in roots. While auxin and BRs promote hypocotyl elongation, the hormones have opposite effects on root hair growth (J. L. Nemhauser and J. Chory, unpublished data). In addition, reduced BR levels or response may actually increase auxin effects on root pericycle proliferation (J. L. Nemhauser, N. Geldner, and J. Chory, unpublished data).

While auxin and BRs stimulate elongation of the hypocotyl, light antagonizes this effect. The AB genes induced by auxin and BRs may be targets for repression by the light response. Plants with reduced BR levels or response show a light-grown phenotype even when grown in the dark, including a short hypocotyl, expansion of cotyledons, and production of leaves. Many mutants with stabilized Aux/IAA proteins also show this deetiolated phenotype (Tian and Reed 2001). Levels of BRs may be light regulated (Kang et al. 2001), and response to BRs is affected by light quality and intensity (Nemhauser et al. 2003). Interestingly, two photoreceptors, PHOT1 (At3g45780) and Phytochrome E (At4g18130), are both downregulated by BRs. 

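The transcripts of *PHOT1* (At3g45780), a blue light receptor of phototropism, and *PHYE* (At4g18130), a red and far-red light receptor, were the 2 measured of a list of light signalling genes, and both fell in BR-treated WT seedlings (2 when adjusted over the list alone). *PHOT1* was at an intensity of 1133 ± 138 (SD, n = 2) after mock and 690.2 ± 62.6 (SD, n = 2) after BR treatment, a log2 fold change of −0.71 (standard error 0.112, adjusted p = 0.0103 from limma). *PHYE* was at 316 ± 11.9 (SD, n = 2) and 207 ± 1.28 (SD, n = 2), a log2 fold change of −0.61 (standard error 0.112, adjusted p = 0.0212 from the same test). Both were named only through Table S2 and are not independent evidence of the list's direction. The call of *PHOT1* ended without WT mock replicate 1 (−0.59) or WT BR replicate 2 (−0.62). That of *PHYE* ended after quantile normalization or median centring, and without WT mock replicate 1 (−0.65) or 2 (−0.57), WT BR replicate 1 (−0.62) or 2 (−0.60), or either *yucca* BR array (−0.61).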

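In WT seedlings, the gene At5g04190, named *PKS4* in the annotation used here, was at an intensity of 454 ± 21.2 (SD, n = 2) after mock and 685 ± 19.2 (SD, n = 2) after BR treatment. Its log2 fold change was 0.59 (standard error 0.166, adjusted p = 0.127 from limma), which did not pass the test over all arrays. *DRT100* (At3g12610) was at 1199 ± 116 (SD, n = 2) and 1860.0 ± 37.7 (SD, n = 2), a log2 fold change of 0.64 (standard error 0.123, adjusted p = 0.0257 from limma), and did not reach the B criterion (B = −0.0419). Fitted on the 4 WT arrays alone, both genes rose. In *yucca* seedlings both rose after BR treatment, *PKS4* from 127 ± 34.7 (SD, n = 2) to 275 ± 27.8 (SD, n = 2) and *DRT100* from 331.5 ± 31.9 (SD, n = 2) to 839 ± 106 (SD, n = 2), with log2 fold changes of 1.14 and 1.34. The *yucca* call of *PKS4* ended without *yucca* BR replicate 2 (1.03) and in a fit of only the 2 groups compared. Auxin-treated seedlings were not analysed here.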

Two potential negative regulators of the light response, PKS1-like (At5g04190) and DRT100 (At3g12610), are upregulated by both auxin and BRs. Differential regulation of target genes by auxin, BRs, and light may allow fine-tuning of the photomorphogenetic response.

### Bioinformatic Analysis of Signaling Networks

The regulation of gene expression in eukaryotes is complex and is largely mediated by multiple transcription factors that bind within regulatory regions upstream of the coding sequence. In the simplest model, coexpressed genes exhibit similar expression characteristics because they are regulated by the same transcription factors. A number of algorithms have been developed to identify potential regulatory motifs overrepresented in the promoter sequences of coregulated genes (reviewed in Rombauts et al. 2003). Each algorithm requires a background model to calculate the expected frequency for each motif. The simplest background model estimates the expected frequency for a given motif based on the single nucleotide composition of the analyzed sequences (Bailey and Elkan 1995; Roth et al. 1998). Improvements on these methods use so-called higher-order models based on Markov chain statistics (Thijs et al. 2001, 2002; Marchal et al. 2003), building the background model by estimating the probability at each nucleotide position based on the previous bases in the sequence. Other approaches include enumerative methods that generate background models based on whole-genome motif counts from noncoding intergenic (van Helden et al. 1998) or randomly sampled (Marino-Ramirez et al. 2004) genomic sequences.

Because biological sequences are inherently nonrandom, we chose another approach to build our background model. For each motif under consideration, we modeled the expected frequency distribution by randomly sampling sets of promoter sequences from among all the genes represented on the microarrays used in our study. Therefore, we could directly estimate the statistical significance for each motif from its Z score, which is the number of standard deviations by which the observed frequency exceeds the expected frequency based on the distribution observed in the permutation sampling. In contrast to other methods, our approach uses a background model based on a real distribution of motif counts derived from annotated promoter sequences, rather than estimating expected word frequencies from simulated or randomly selected genomic sequences or from models based on distribution functions. Thus, given any set of *Arabidopsis* genes clustered on the basis of similar expression, we could easily identify overrepresented known transcription factor–binding motifs or overrepresented novel presumptive promoter elements. For example, new experiments assaying genomic effects of different hormone treatments or environmental conditions could be used to define finer groupings of coregulated genes and could be readily integrated into our current analysis.

### A Model for Auxin:BR Synergy

Auxin:BR synergism results from convergence of the two response pathways on a common mechanism for promoting cell elongation. The integration of these hormone signals occurs very late in signal transduction, likely at the promoters of more than 80 genes whose expression is induced by short treatments with either hormone. Several known regulatory elements have been identified in these common target genes. The well-characterized auxin-response element ARFAT is one crucial node of intersection between the BR and auxin pathways, as it is BR responsive and requires BR synthesis for normal expression. More than 20 ARFs have been identified in the *Arabidopsis* genome (Liscum and Reed 2002). Many have been shown to bind the ARFAT motif and promote auxin-inducible gene expression (Ulmasov et al. 1997b; Tiwari et al. 2003). Stabilization of Aux/IAA proteins, such as AXR2 and AXR3, completely blocks BR growth responses. We propose a model where auxin and BR pathways converge on regulation of ARF transcription factors (Figure 5).

**Figure 5:**
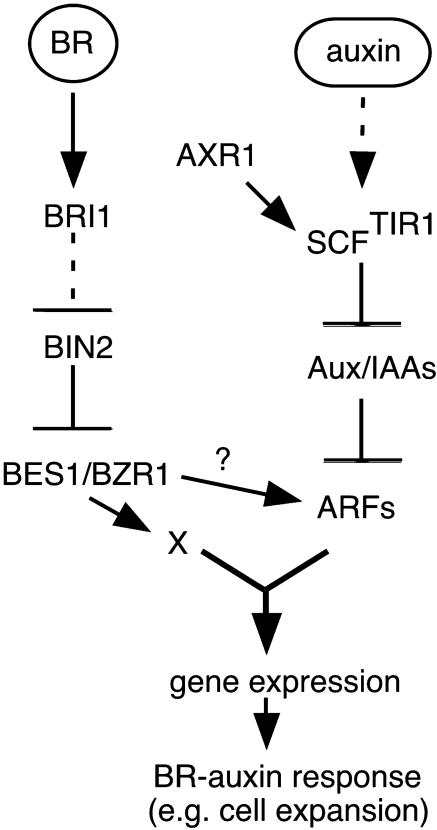
A Model of BR–Auxin Interaction Auxin and BR signals are likely integrated on promoters of shared target genes. The node(s) of intersection between auxin and BR pathways must be downstream of BES1 and Aux/IAAs and upstream of gene expression. One likely mechanism is via regulation of transcriptional complexes, such as those containing the ARFs.

Cross-talk is a common feature of animal growth regulator pathways. For example, glucocorticoids synergistically enhance the effects of retinoic acid in mouse cells (Subramaniam et al. 2003). Upon ligand binding, the glucocorticoid receptor directly interacts with the homeodomain protein Pbx1 and activates transcription of Hoxb-1. In *Xenopus,* transcriptional activation of several genes, including *twin, siamois,* and *nodal-related-3,* requires stimulation of both TGFβ and WNT pathways. Similarly, two transcription factors, SOX10 and KROX20, have been recently reported to interdependently regulate expression of a neural crest–specific enhancer conserved among mouse, human, and chicken (Ghislain et al. 2003). This type of coregulation is also seen in plants. One example is the synergistic interaction between osmotic stress and ABA response, which is likely mediated by interaction between DREB and AREB transcription factors (Narusaka et al. 2003). In all of these cases, signal integration is achieved by formation of a complex containing transcription factors independently regulated by each pathway, often binding to composite regulatory elements. By integrating the inputs of multiple pathways, these mechanisms provide cellular or regional specificity for a given response.

ARFAT was originally identified as part of a composite element (Ulmasov et al. 1995). However, DR5 has been characterized as a multimerized simple response element (Ulmasov et al. 1997b) and can be activated by either auxin or BRs. So, unlike in the systems described above, auxin and BR signals likely converge on the same family of transcription factors. Such a relationship has recently been described for ethylene and jasmonate in plant defense responses (Lorenzo et al. 2003). Both ethylene and jasmonate pathways are required to induce expression of the transcription factor ERF1, which in turn regulates the expression of a number of defense-related genes. Neither auxin nor BRs have large effects on ARF transcription, and several AB targets are early-response genes not requiring de novo protein synthesis for activation (Friedrichsen et al. 2002; Liscum and Reed 2002). 

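In *yucca* seedlings, *ARF16* and *ARF8* fell after BR treatment by 0.67 and 0.65 on the log2 scale (adjusted p = 0.0112 and 0.00624 from limma). The interaction differences from WT were −0.01 for *ARF16* and 0.02 for *ARF8*, with standard errors of 0.171 and 0.147, and neither was called. Among all 778 transcripts called for BR in *yucca*, 139 rose and 132 fell at least 2-fold, and neither *ARF* gene was among these. The *ARF8* call in *yucca* ended without *yucca* mock replicate 2 (−0.59), *yucca* BR replicate 1 (−0.66) or *yucca* BR replicate 2 (−0.64), and that of *ARF16* ended without *yucca* mock replicate 1 (−0.51), either *yucca* BR array (−0.68 and −0.66) or any 1 of the 4 WT arrays (−0.67). Both calls ended in a fit of only the 2 groups compared. The other *ARF* genes were not analysed here.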

Auxin and BRs likely regulate ARF complex activity posttranslationally rather than through transcriptional regulation. Auxin is already known to modulate ARF activity by regulating the stability of the interacting Aux/IAA repressor proteins (Gray et al. 2001; Tiwari et al. 2003). BR perception could increase ARF activity by leading to modification of the ARFs themselves or through interactions with a BR-regulated transcriptional coactivator. The additional transcriptional regulation of some ARFs by BRs, together with auxin and BR effects on a number of Aux/IAA genes, could favor formation of particular transcriptional complexes promoting growth. Five genes encoding proteins with DNA-binding motifs were induced by both hormones, including members of the MYC, EREBP, and leucine zipper families. Higher-order interactions among several transcription factor complexes, perhaps directly involving members of the BES1/BZR1 family, could provide additional control of the shared auxin:BR response pathway.

A longstanding question in plant biology has been how a small number of hormones with overlapping functions can provoke a wide range of responses. Combinatorial control has long been suggested as one possible explanation (e.g., Singh 1998). The detailed analysis of BR and auxin pathways in this work suggests that hormone response is determined by the cellular milieu. Additional factors, including other hormones and environmental stimuli, can be incorporated into this model, leading ultimately to a detailed map of plant growth processes.

## Materials and Methods

### 

#### Hypocotyl measurements

Seeds were sterilized for 15 min in 70% ethanol, 0.01% Triton X-100, followed by 10 min of 95% ethanol. After sterilization, seeds were suspended in 0.1% low-melting-point agarose and spotted on plates containing 0.5× Murashige Minimal Organics Medium (Gibco-BRL, San Diego, California, United States), 0.8% phytagar (Gibco-BRL), and one of five concentrations of BL (0, 1, 10, 100, or 1,000 nM). Seeds on plates were then stratified in the dark at 4 °C for 2 d. Plants were grown in approximately 35 μmol m^−2^s^−1^ white light with a red:far-red light ratio near 1. Plate position was changed every 24 h to minimize position effect. Hypocotyl lengths were measured from 10 to 14 3-d-old seedlings. Seedlings were removed from one plate at a time and scanned between two transparencies on a flatbed scanner. NIH Image 1.62 was used to perform length measurements. All dose-response experiments were performed in duplicate. *bri1-5* is a weak allele in a Wassilewskija background. All other mutants used in this work are in a Columbia background.

#### GUS staining

GUS staining protocol was as described in Sessions et al. (1999). Induction of AXR3-NT-GUS lines was as described in Gray et al. (2001).

#### Microarray studies

Nine-day-old, light-grown *Arabidopsis* seedlings were immersed in 1 μM BL in 0.5× Murashige Minimal Organics Medium (Invitrogen, Carlsbad, California, United States) or medium alone for 2.5 h before they were harvested for total RNA preparation. Total RNA from the treated seedlings was used for preparing probes for the microarray experiments, which were carried out according to the protocols provided by the gene chip manufacturer Affymetrix (Santa Clara, California, United States). All experiments used two independent biological replicates. Details of the auxin experiment have been described previously (Zhao et al. 2003). Data analysis was performed in R (Ihaka and Gentleman 1996). Genes were normalized using rma in the Bioconductor affy package (http://www.bioconductor.org; Irizarry et al. 2003) and subsequently analyzed using linear models and Empirical Bayes analysis (limma package; Smyth 2004). To be considered differentially expressed, genes were required to have a false discovery rate adjusted *p* value of less than 10% and an empirical Bayes log odds of differential expression (B) greater than 0. Data are available at Gene Expression Omnibus; see Supporting Information for accession numbers.

#### Quantitative PCR

Plants were treated with hormones as above using treatments of either 1 μM BL, 1 μM indole-3-acetic-acid (auxin), both hormones, or a mock treatment. Total RNA was extracted using a Qiagen (Valencia, California, United States) RNAeasy kit and first-strand cDNA was synthesized using an Invitrogen Superscript First-Strand cDNA Synthesis kit. cDNAs were diluted 20-fold and combined with SYBR master mix (PE Biosystems, Wellesley, California, United States) for PCR. Primers were as follows: At5g64770 (5′-CTTCTCATACTCTTCATTTCCTCTCCTACT-3′, 5′-TTCTCGTAAGCTTCGTGCTTGA-3′), At1g18400 (5′-CTAGCGGCGTCTCCGATAAT-3′, 5′-AAGAACCTGTTTCAGTGGCAATAAC-3′), At1g10550 (5′-AAGCTTCCCGCTGGATTTG-3′, 5′-TTGATAAATAGAAAGCAACCACAACAC-3′), and At4g30290 (5′-TCCCTGGTAACTCTGCTGGAA-3′, 5′-CCGGAGATTTAAGATAGAATGTTGTGA-3′). At5g15400 (ubiquitin) was used to normalize all values (5′-TGCGCTGCCAGATAATACACTATT-3′, 5′-TGCTGCCCAACATCAGGTT-3′). PCR reactions were performed in triplicate and analyzed using an ABI PRISMA 7700. A standard curve was constructed for each primer using an equal mixture of all cDNAs.

#### Sequences for promoter analysis

We used a Perl script to extract the 500 bp of sequence preceding the 5′ end of each annotated transcription unit in the AGI pseudomolecules annotation (14-May-2003) downloaded from NCBI. These putative promoter sequences begin immediately upstream of the 5′ UTR for transcription units with an annotated 5′ UTR, and upstream of the annotated translational start for the remainder.

#### Promoter analysis and significance calculations

We analyzed putative promoter regions upstream of auxin- and BR-regulated genes to identify overrepresented promoter elements. One thousand surrogates of each promoter set were created by randomly shuffling the list of genes represented on the Affymetrix ATH1 arrays and then sampling *n* genes and extracting 500-bp promoter sequences for the sampled set of genes. Known plant promoter elements and their annotation were downloaded from PLACE (Higo et al. 1999). For each set of *n* promoters, the null distribution for each PLACE motif was modeled by counting the number of occurrences for each word within each of the 1,000 surrogate sets of *n* promoters. Using this approach we could then ask how well the observed frequency of a certain motif in a set of *n* promoters matched the frequency that would be expected for a random set of *n* promoters. We estimated the one-tailed *p* value for each motif based on the Z score of the difference of the actual word count of the promoter set (C_true_) minus the mean count from the 1,000 surrogates (C_surr_) relative to the SD from the 1,000 surrogates (SD_surr_) [i.e., Z = (C_true_ − C_surr_)/SD_surr_]. Thus for each motif the *p* value we calculated was the probability to the right of the observed count calculated on the null distribution derived from sampling promoters randomly from the genome. We considered a motif to be significantly overrepresented if this probability was less than 0.1. These calculations were implemented using Perl scripts and a relational database (MySQL).

## Supporting Information

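For each transcript that the study calls raised by BL, Table S1 gives fold changes of BL-treated over mock WT seedlings, of *yucca* over WT seedlings and of BL-treated over mock *yucca* seedlings, or marks no change. All 342 WT folds equal the ratio of the deposited group means, to within 0.1%. Of its 342 probe sets, 254 were called higher in the fit over all arrays and 342 in a fit of only the 2 WT groups, and 327 had a higher mean log2 intensity after BR treatment in *yucca* as well. The median log2 fold change of these probe sets was 0.756 in WT and 0.789 in *yucca*. The paper's table marks 129 as changed by BL in *yucca*, and the fit over all arrays called each of these and 222 in all. It marks 75 as changed between *yucca* and WT, of which 70 were called here in the same direction, among 132 called in all on quantile-normalized values across separately normalized genotypes.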

Table S1 Fold Change of BL-Upregulated Genes following Exposure to BL or IAA (Auxin) Treatment Effects of increased auxin levels in the *yucca* mutant are shown as compared to WT and following BL treatments. The comparisons from left to right are WT BL- versus mock-treated, WT IAA- versus mock-treated, *yucca* mock-treated versus WT mock-treated, and *yucca* BL- versus mock-treated. nc, no change.
(160 KB XLS).

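Table S2 holds the same columns for the transcripts that the study calls lowered by BL. Of its 296 probe sets, 203 were called lower in the fit over all arrays and 296 in a fit of only the 2 WT groups, and 290 had a lower mean log2 intensity after BR treatment in *yucca* as well. Their median log2 fold change was −0.731 in WT and −0.664 in *yucca*. The paper's table marks 84 as changed by BL in *yucca*, each of them called here, among 150 called in all. It marks 78 as changed between *yucca* and WT, of which 69 were called here in the same direction, among 116 called in all on quantile-normalized values. Across both tables, the paper's 153 folds of *yucca* over WT had the same sign as the log2 fold changes here in 153 cases, with a Pearson r of 0.984 across probe sets, and none equals the ratio of the deposited means.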

Table S2 Fold Change of BL-Downregulated Genes following Exposure to BL or IAA (Auxin) Treatment Effects of increased auxin levels in the *yucca* mutant are shown as compared to WT and following BL treatments. The comparisons from left to right are WT BL- versus mock-treated, WT IAA- versus mock-treated, *yucca* mock-treated versus WT mock-treated, and *yucca* BL- versus mock-treated. nc, no change.
(169 KB XLS).

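Table S3 gives the mean and standard error of the normalized intensity of each raised transcript after mock and BL treatment of WT seedlings. All 342 mock means and all 342 BL means equal the means of the deposited intensities of the 2 arrays of each group, to within 0.1%. The values are thus on the linear scale, and the log2 of the same values was tested here.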

Table S3 Normalized Values of BL-Upregulated Genes ave, average; se, standard error.
(64 KB XLS).

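Table S4 gives the same quantities for lowered transcripts. The copy used here has 342 probe sets, of which 296 have a lower mean after BL treatment and 46 a higher one, and all 46 are also in Table S3. The means of all its probe sets equal those of the deposited intensities, to within 0.1%.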

Table S4 Normalized Values of BL-Downregulated Genes ave, average; se, standard error.
(64 KB XLS).

Table S5 Values of IAA-Upregulated Genes ave, average; se, standard error.
(63 KB XLS).

Table S6 Normalized Values of IAA-Downregulated Genes ave, average; se, standard error.
(26 KB XLS).

### Accession Numbers

The Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) accession numbers for the genes and gene products discussed in this paper are WTBR1 (GSM13423), WTBR2 (GSM13424), WTmock1 (GSM13420), WTmock2 (GSM13421), wtzm1 (GSM13430), wtzm2 (GSM13432), wtzmIAA1 (GSM13433), wtzmIAA2 (GSM13434) and, *yucca*BR1 (GSM13428), *yucca*BR2 (GSM13429), *yucca*mock1 (GSM13426), and *yucca*mock2 (GSM13427).The associated experimental descriptions are available at accession numbers GSE862 (BR effects on WT and *yucca* seedlings) and GSE863 (auxin effects on seedlings).

## Abbreviations

ABA: abscisic acid
ARF: Auxin Response Factor
BL: brassinolide
GA: gibberellin
GUS: β-glucuronidase
WT: wild-type

How the deposited data were processed for this re-analysis (not part of the article)

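RNA of WT and *yucca* seedlings, treated for 2.5 h with 1 μM BL or mock-treated, was measured on 8 Affymetrix ATH1 arrays, 2 for each of 4 groups. The authors made the deposited intensities with rma, which corrects the background, normalizes by quantiles and summarizes the probes of each of 22810 probe sets, and put them back on the linear scale. The arrays of each genotype were normalized separately, as read from the sets of equal values between arrays. Intensities are in arbitrary units and were taken as log2 values. Arrays of auxin-treated seedlings were not analysed here. The number of arrays, 2 per group, limits the precision of every value.

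The 64 control probe sets were left out. Of the others, 13513 stand for a single gene in the platform annotation, 503 for several genes and 29 for a gene with no locus, and 485 were named through the tables of the paper alone. The remaining 8245 have no gene named here, were tested all the same, and are called a probe set with no gene named here. Where annotation and tables both named a probe set, 441 of 447 names were the same. Genes of a list are printed under their family name, such as *XTH23* for *XTR6*, *GH3.5* for *WES1* and *IAA26* for *PAP1*. Named genes are those the paper names, the largest changes of each comparison, and up to 4 members per list and direction with the largest changes. Tables S1 to S6 had been read when the lists were drawn up.

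The log2 values were fitted with limma 3.58.1 in R 4.3.3, with a mean for each of 4 groups over all 8 arrays, and spreads moderated by empirical Bayes. A probe set was called at an adjusted p (Benjamini and Hochberg, for each comparison) under 0.10 and a log odds B above 0, with an assumed proportion of changed genes of 0.01. BR was compared with mock within each genotype, the responses of both genotypes were compared as an interaction, and *yucca* was compared with WT among mock arrays. The last comparison was planned on the values as deposited, and quantile-normalized values were used instead after the difference in level between genotypes was seen. The other comparisons, their settings and the alternatives were chosen before the data were examined, except for those the closing section says were added. Intervals of shares are exact binomial (Clopper-Pearson) at 95% confidence and cover counting alone. The slope and its interval come from 500 bootstraps over probe sets. It is the covariance of the mean responses of both genotypes over the covariance of the responses of separate pairs of WT arrays, averaged over both ways of pairing them.

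Members of 28 lists were drawn up from prior knowledge before the deposited values were examined. Of their 370 members, 166 had a probe set named here and are called measured. The others may be on the array under probe sets with no name here. The lists are BR biosynthesis, BR inactivation, BR signalling, BR-related bHLH, Aux/IAA, ARF, SAUR, GH3, auxin transport, YUCCA and tryptophan, XTH, expansin, cellulose synthase, HD-ZIP II, A-type ARR, gibberellin, ACC synthase, light signalling, aliphatic glucosinolate, rapid stress and wounding, jasmonate, salicylic acid and defence, heat shock, circadian clock, cell cycle, photosynthesis, root hair and root tissue. Counts adjusted over the list alone use an adjusted p under 0.10 within the list and no B criterion, so they are looser than the calls. Lists with at least 5 members named apart from Tables S1 and S2 were tested as a whole with camera of limma, with a preset correlation of 0.01 between genes and a threshold of 0.05 on the adjusted p. Each test was repeated with the correlation estimated for each list. The lists were also tested with fry, which asks whether a list changed at all and not whether it changed more than the other genes. Members named only through Tables S1 and S2 were left out of these tests, because the study chose them on the same arrays. Members that Tables S5 and S6 of auxin-regulated transcripts also name stayed in, also where the study chose them on these arrays. Members with no name here were not counted, so lists lean toward hormone-responsive genes.

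The fits were tested on simulated data with the spread of these arrays, in which 200 of 22746 probe sets were changed. At 1.5-fold, 76.1% of the changed probe sets were recovered for BR in WT, 61.2% for BR in *yucca*, 76.1% for *yucca* against WT and 35.8% for the interaction. At 2-fold the interaction recovered 98.5% and the other comparisons 100%, and at 4-fold all recovered 100%. Unchanged probe sets called were 2, 44, 16 and 15 in the same order. A further simulation, chosen after the interaction calls were seen, gave both genotypes the same response and each its own spread, and counted the interaction calls. Replicate arrays had a Pearson r of 0.998 (WT mock), 0.998 (WT BR), 0.994 (*yucca* mock) and 0.995 (*yucca* BR).

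Alternatives were a fit of only the 2 groups compared, a replicate block, an adjusted p under 0.05, no B criterion, adjustment over all comparisons together, quantile normalization, median centring, an offset of 16, removal of the dimmest 30% of probe sets, an intensity trend in the variance, and each array left out in turn. Analyses of promoter sequences need a genome and were not done. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with tables read by pandas 2.3.3.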

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

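The tests of explanations in this part were chosen only after the results were seen, except the comparison of the genes called between *yucca* and WT with those the study marks, and so was the quantile-normalized scale on which *yucca* is compared with WT.

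The BR response differed between *yucca* and WT for 6 probe sets, in a test of the difference between genotypes itself, against at most 3 in simulations with the same response in both and independent arrays (mean 0.37). In simulated data with 200 changed probe sets, 15 unchanged ones were called beside them, so single calls can be false. *XTH19* rose more in *yucca* (difference 2.67 on the log2 scale) and At5g22580 fell less there (difference 1.60). The response of *EXL4* was more negative in *yucca* (difference −1.74), as were those of 3 probe sets with no gene named here (−1.94, −2.08 and −2.45). These 3 fell in *yucca* and were not called in WT, where their log2 fold changes were 0.42, −0.28 and 0.46. In mock seedlings they were 7.62-, 5.25- and 24-fold higher in *yucca* than in WT on quantile-normalized values. All 6 were called in that comparison, *XTH19* lower in *yucca* and the others higher, and the same mock arrays enter the difference of responses. The intensity of *XTH19* was equal to every digit on both *yucca* mock arrays, at 13.1. Such ties also occur between other arrays of the same genotype (61 between the *yucca* mock arrays, 86 between the *yucca* BR arrays) and not between genotypes, but how this one arose was not tested, and the level is near background and the size of the difference depends on it (1.71 after 16 was added to each intensity). With that offset, which shrinks the folds of the dimmer *yucca* arrays more, 3 of the 6 stay called, and without WT mock replicate 1 none does.

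Beyond the genes the study lists, 406 probe sets were called for BR in *yucca*, 179 higher and 227 lower. Tables S1 and S2 hold only genes that the study calls BR-regulated in WT, so responders of *yucca* alone are not in them. A fit of only the *yucca* arrays called 412 probe sets in all, 155 of them in Table S1 and 108 in Table S2. In simulated data, 44 unchanged probe sets were called for BR in *yucca* against 2 in WT. Of the 406, 13 were also called in WT here, and 370 had a change of the same sign in WT. Between *yucca* and WT mock seedlings, 3701 probe sets outside Tables S1 and S2 were called on quantile-normalized values, 1805 higher and 1896 lower. Those tables give this comparison only for the study's BR-regulated genes.

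When each genotype was fitted on its own arrays, 58.8% of the genes called for BR in WT were not called in *yucca*. The tables argue against a general weakening of the BR response, since the held-out response of *yucca* over WT was 1.03. Its 95% bootstrap interval of 1.01 to 1.06 resamples the ranked probe sets and leaves out the spread between arrays. The ratio was 1.09 for the highest and 0.968 for the lowest ranked genes. Choices that pair WT arrays crosswise can raise it, since same-numbered WT mock and BR arrays had correlated deviations (Pearson r 0.225). The slope of the *yucca* on the WT response with WT arrays paired by number was 0.971 (0.94 to 1). Quantile normalization over all arrays moved the share by 0.817 percentage points. This cannot decide on separate normalization, because BR and mock arrays of a genotype already shared a normalization, and probe sets stay summarized separately. The same response in both genotypes, with each genotype's own spread, could account for most of the share. Simulations of this gave a mean of 51.4% (45.4 to 55.3). This is not shown for all of the share, and the converse share was 36.2% against a simulated 13.3%. No simulation gave both genotypes an equal spread, so the part due to the larger spread between the *yucca* arrays is not known. An earlier simulation gave 36.1% and was replaced because it called 894 probe sets in WT where the arrays gave 639. The one kept matched that number but called a mean of 358 (330 to 398) in *yucca*, where the arrays gave 412. Separate normalization and a weaker or changed response of single genes in *yucca* stay open.

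Of all probe sets tested, 17.36% differed between *yucca* and WT mock arrays. Among the genes of Tables S1 and S2, the fit over all arrays called 1.62 times as many as the study marks (248 against 153), and a fit of only the 2 groups 1.36 times (208). The deposited values of both genotypes lie a median of −0.869 apart on the log2 scale. The tables argue against this difference in level and distribution as the whole cause, since with all arrays on a common scale at least 9.65% of probe sets were called in every fit run, also without each array. Other effects of separate normalization, such as on the summary of single probe sets, preparation of the *yucca* arrays apart from the WT arrays, and the *yucca* genotype with its auxin level cannot be told apart on these arrays, and all stay open.

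Of 9 rapid stress and wounding genes, 7 were called higher in *yucca* than in WT mock seedlings, and the call of the list by camera was lost with an estimated correlation (adjusted p = 0.741). The tables argue against handling of the mock seedlings alone, since the difference was also there on the BR arrays, with a median 1.38 times that on the mock arrays (2.07 and 1.51), and against a single array, since at least 7 of the 9 genes stayed above 1 with either *yucca* mock array left out. Gene by gene, 8 of the 9 differed less on the BR arrays than on the mock arrays, with a median ratio of 0.842 (0.544 to 1.79). Growth or harvest of all *yucca* plants apart from WT, and an effect of the *yucca* genotype, were not tested and stay open.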

How the results depend on the processing

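The quantile-normalized scale of *yucca* against WT and the fit with a replicate block within each genotype were chosen only after the data were seen. The values as deposited, first planned for that comparison, thereby became an added alternative, and all other settings were chosen before. The cause was not tested where a value changed, and the planned motif counts in promoters of 500 and 1000 bp were not run because they need a genome. With 2 arrays per group, counts moved most. A fit of only the 2 groups compared called 228 higher and 184 lower for BR in *yucca*, and gave shares of WT calls not called in *yucca* of 54.7% (higher) and 63.6% (lower) and a share of BR-upregulated genes changed in *yucca* of 30.1%. With no B criterion the counts were 508 and 457 for BR in WT, 1038 and 1056 for BR in *yucca*, and 5878 and 6295 for *yucca* against WT, and the share of BR-upregulated genes changed in *yucca* was 70.1%. The interaction called 56 probe sets when adjusted over all comparisons together, 13 with median centring, 13 without the dimmest 30% of probe sets, 47 with an intensity trend, 23 with a replicate block and 179 with a replicate block within each genotype. The replicate block also ended the calls of *PIN4* and *GH3.10* for BR in WT, of *GH3.6* for BR in *yucca*, and of *SAUR7*, *GH3.1*, *IAA20* and *PKS4* for *yucca* against WT, and ended no list call. *yucca* against WT on the values as deposited gave 265 higher and 15356 lower. There, where *yucca* as a whole lies lower, the log2 fold changes of 9 genes turned negative, namely *EXL4* (−0.0609), *ARF8* (−0.26), *PIN3* (−0.67), *LAX3* (−0.89), *PHYE* (−0.96), *IAA7* (−0.10), *GH3.5* or *WES1* (−0.11), *GH3.10* or *DFL2* (−0.21) and *EXLA1* (−0.0426). The slope of the *yucca* on the WT response was 0.979 with 16 added to each intensity, 0.971 with WT arrays paired by replicate number and 1.12 paired crosswise. The held-out ratio of the lowest ranked genes was 1.01 after quantile normalization, 0.994 with median centring and 0.922 with 16 added. That offset shrinks *yucca* responses more, as the deposited *yucca* intensities lie lower. With a correlation estimated for each list, camera gave adjusted p = 0.291 for *Aux/IAA*, 0.0671 for *GH3*, 0.0671 for *XTH* and 0.303 for expansins in WT, 0.145 for *Aux/IAA*, 0.112 for *XTH* and 0.134 for expansins in *yucca*, and 0.741 for the stress list in *yucca* against WT. With fry, which tests a list against no change and not against other genes, adjusted p was 0.0757 for *Aux/IAA* in WT, 0.000728 for *GH3* in *yucca*, and 0.0194 for *GH3*, 0.0353 for *XTH*, 0.00618 for expansins and 0.00293 for gibberellin genes in *yucca* against WT, and the calls of *SAUR* (0.126) and expansin genes (0.149) in the interaction were lost, as with an estimated correlation (0.173 and 0.351). With each array left out in turn, counts ranged from 130 to 310 higher and 88 to 245 lower for BR in WT, 277 to 403 and 231 to 421 for BR in *yucca*, 1138 to 1877 and 1057 to 1902 for *yucca* against WT, and 0 to 146 for the interaction (0 by limma without WT mock replicate 1, where 1768 had an unadjusted p under 0.05 with all arrays). The shares of WT calls not called in *yucca* ranged from 11.6% to 41.6% (higher) and 21.6% to 52.7% (lower), and that of BR-upregulated genes changed in *yucca* from 22.0% to 34.8%.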

Differences from the paper's values

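In this part, the quantile-normalized values behind *yucca* against WT were chosen only after the level difference between genotypes was seen, in place of the planned values as deposited. The paper's share of BR-regulated genes not affected by BR in *yucca* is 66.6%, and the share here is 32.0%. For BR-upregulated genes the paper's share is 62.3% against 25.5% here, and for BR-downregulated genes the paper's share is 71.6% against 40.5% here. A fit of only the 2 groups compared gave 58.8%, 54.7% and 63.6%, which no longer differ from the paper's by the ratio set beforehand, and it called 342 genes higher and 297 lower in WT, among them all genes of Tables S1 and S2. All other pre-set fits over all arrays still differ in the 3 shares. Leaving out *yucca* mock replicate 2 removes the difference for upregulated genes, and leaving out *yucca* mock replicate 1 or *yucca* BR replicate 2 removes it for downregulated genes.

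The paper's share of BR-upregulated genes changed in *yucca* against WT is 21.9%, and the share here is 36.7%. It was 30.1% in a fit of only the 2 groups, which no longer differs, nor does it without any 1 of the WT arrays or the *yucca* mock arrays. It still differs without either *yucca* BR array and in all other pre-set settings. For *yucca* against WT, the paper's log2 fold change of *BEE1* is 1.32 against 1.48 here, and 1.34 with 16 added to each intensity, which does not differ, while a fit of only the 2 groups, a replicate block, median centring and the values as deposited still do. For *XTH19* the paper's value is −2.11 against −2.50 here, and it differs in every setting in which the 2 values were compared.

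The paper counts *PKS4* (At5g04190) and *DRT100* among BR-upregulated genes. Neither was called in WT over all arrays (adjusted p = 0.127 and 0.0257, the latter with B = −0.0419), and both were called higher in a fit of only the 2 groups compared.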

Other observations

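The lists in this part were drawn up before the deposited values were examined but after Tables S1 to S6, which come in part from these arrays, had been read, and the quantile-normalized scale of *yucca* against WT was chosen after the data were seen. Several transcripts that respond rapidly to stress and wounding were higher in *yucca* than in WT mock seedlings, on quantile-normalized values across separately normalized genotypes. *WRKY40* (At1g80840), a transcription factor induced by wounding and pathogens, was at 1290.0 ± 38.6 (SD, n = 2) in *yucca* and 45.5 ± 1.21 (SD, n = 2) in WT, a log2 fold change of 4.83 (standard error 0.266). *ERF6* (At4g17490), an ethylene response factor, was higher by 3.43 (standard error 0.281), *ZAT10* by 2.71 and *WRKY33* by 2.63 (standard error 0.196), against 1.74 and 1.67 for these last genes on the values as deposited. Of 9 genes of the rapid stress and wounding list, 7 were higher and 2 did not pass the test (9 higher when adjusted over the list alone). The 8 named apart from Tables S1 and S2 were higher as a list (mean log2 fold change 2.33, adjusted p = 7.52e-06 from camera, and adjusted p = 0.741 with an estimated correlation). Some of the 8, such as *ERF6* and *WRKY33*, have a name here only because the paper lists them as auxin-regulated. After BR treatment, 2 of the 9 rose in WT (2 rose and 2 fell when adjusted over the list alone), and 2 rose and 1 fell in *yucca* (3 rose and 5 fell over the list alone). The heat shock gene *HSP70* was also higher in *yucca* (2.38, and 1.41 on the values as deposited), but was named only through Tables S1 and S2 and is not independent evidence.

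*EXPA16* (At3g55500), an expansin, was lower in *yucca*, at 22.6 ± 2.76 (SD, n = 2) against 90.5 ± 2.36 (SD, n = 2) in WT, a log2 fold change of −2.01 (standard error 0.104), and of 13 expansin genes 5 were lower, 1 was higher and 7 did not pass the test (3 higher and 7 lower when adjusted over the list alone). The expansin list was not called by camera (adjusted p = 0.23), nor was the *XTH* list (adjusted p = 0.404). Of 14 *XTH* genes, 2 were higher and 3 lower (4 and 5 over the list alone). Of 4 genes of root hairs, 1 was lower and 3 did not pass the test (4 lower when adjusted over the list alone), with a median log2 fold change of −1.18. The call of *COBL9* (−0.81) ended in a fit of only the 2 groups and without WT mock replicate 1 (−0.62), *yucca* mock replicate 1 (−0.83) or *yucca* mock replicate 2 (−0.78). Of 4 root tissue genes, 1 was lower and 3 did not pass the test (1 higher and 1 lower over the list alone), and the call ended without WT mock replicate 2 (−0.69). Of 5 A-type *ARR* genes, 2 were lower and 3 did not pass the test (1 higher and 3 lower when adjusted over the list alone). Of 6 genes of *YUCCA* and tryptophan metabolism, 2 were lower and 4 did not pass the test (1 higher and 4 lower over the list alone), and after BR treatment of WT 1 rose and 1 fell (1 and 2 over the list alone). The members called after BR treatment of WT, *YUC3* and *CYP79B2*, were chosen by the study on these arrays and are not independent evidence.

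Of 4 ACC synthase genes, 2 were higher in *yucca* and 2 did not pass the test (4 higher when adjusted over the list alone), among them *ACS6* (2.89, and 1.91 on the values as deposited), and *ACS11* fell after BR treatment of *yucca* (−2.09, and −1.16 after 16 was added to each intensity). Of 7 gibberellin genes, 2 were higher in *yucca* and 5 did not pass the test (4 higher and 1 lower over the list alone), among them *GA2ox6* (2.87, and 1.88 on the values as deposited). *RGL1* rose after BR treatment of *yucca* (0.83), a call that ended in a fit of only the 2 groups compared, and it was named only through Table S1, so it is not independent evidence. The list of 6 gibberellin genes named apart from the tables was not called after BR treatment of WT (adjusted p = 0.783 from camera) or between genotypes (adjusted p = 0.404).

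Further lists had few measured members. *AOS* of jasmonate synthesis, named only through Tables S1 and S2 and so not independent evidence, had log2 fold changes of −0.58 after BR treatment of WT, −0.35 after BR treatment of *yucca* and 0.72 between genotypes, and was not called. *SAG101* of the salicylic acid and defence list (−0.04, 0.28 and 0.05) and *GI* of the circadian clock (−0.10, −0.10 and 0.23) were not called either. Each of these lists has 1 measured member, so adjusting over the list alone leaves an unadjusted p under 0.10 from limma, with no B criterion. At that bar *AOS* was lower after BR treatment of both genotypes and higher in *yucca* than in WT. *SAG101* was higher after BR treatment of *yucca*, and *GI* did not pass. *CYCD3;3* of the cell cycle fell after BR treatment of WT (−0.82), a call that ended without WT mock replicate 1 (−0.72) or WT BR replicate 2 (−0.78), and it was named only through Table S2, so it is not independent evidence. None of 3 photosynthesis genes, *LHCB4.1*, *RCA* and *PRK*, was called by limma in any of the 3 comparisons (adjusted over the list alone, 1 was lower in *yucca* than in WT, where 1 had an unadjusted p under 0.05).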
